# Dual RNA-Seq Analysis of *Trichophyton rubrum* and HaCat Keratinocyte Co-Culture Highlights Important Genes for Fungal-Host Interaction

**DOI:** 10.3390/genes9070362

**Published:** 2018-07-19

**Authors:** Monise Fazolin Petrucelli, Kamila Peronni, Pablo Rodrigo Sanches, Tatiana Takahasi Komoto, Josie Budag Matsuda, Wilson Araújo da Silva, Rene Oliveira Beleboni, Nilce Maria Martinez-Rossi, Mozart Marins, Ana Lúcia Fachin

**Keywords:** dermatophytes, *ERG6*, epithelial barrier, glyoxylate cycle, fungal-host interaction

## Abstract

The dermatophyte *Trichophyton rubrum* is the major fungal pathogen of skin, hair, and nails that uses keratinized substrates as the primary nutrients during infection. Few strategies are available that permit a better understanding of the molecular mechanisms involved in the interaction of *T. rubrum* with the host because of the limitations of models mimicking this interaction. Dual RNA-seq is a powerful tool to unravel this complex interaction since it enables simultaneous evaluation of the transcriptome of two organisms. Using this technology in an in vitro model of co-culture, this study evaluated the transcriptional profile of genes involved in fungus-host interactions in 24 h. Our data demonstrated the induction of glyoxylate cycle genes, *ERG6* and *TERG_00916*, which encodes a carboxylic acid transporter that may improve the assimilation of nutrients and fungal survival in the host. Furthermore, genes encoding keratinolytic proteases were also induced. In human keratinocytes (HaCat) cells, the *SLC11A1*, *RNASE7*, and *CSF2* genes were induced and the products of these genes are known to have antimicrobial activity. In addition, the *FLG* and *KRT1* genes involved in the epithelial barrier integrity were inhibited. This analysis showed the modulation of important genes involved in *T. rubrum*–host interaction, which could represent potential antifungal targets for the treatment of dermatophytoses.

## 1. Introduction

Dermatophytoses are superficial infections of keratinized tissues caused by a group of filamentous fungi called dermatophytes [1]. Although these infections are restricted to the superficial layers of the epidermis, they can become invasive and can lead to severe diseases in immunocompromised [2] and diabetic patients [3]. Data from the World Health Organization estimate that approximately 25% of the world’s population have skin infections caused by fungi.

Most human dermatophytoses are caused by anthropophilic dermatophytes. Among these species, *Trichophyton rubrum* is the main cause of dermatophytoses in the world [4,5]. It is estimated that *T. rubrum* is the etiological agent of 69.5% of all cases of dermatophytosis caused by species of the genus *Trichophyton*, followed by *Trichophyton interdigitale, Trichophyton verrucosum* and *Trichophyton tonsurans* [6].

Despite the importance of these infections in clinical practice, knowledge of the molecular mechanisms involved in the dermatophyte-host interaction is limited, possibly because of the technical difficulties of the models mimicking this interaction, as well as the lack of genetic tools that allow for a more in-depth study of these organisms [7]. However, this scenario has been changing with the sequencing of mixed transcriptomes, also called dual RNA-seq, an approach widely used for the study of the complex interaction that exists between the host and pathogen [8] including bacteria [9], viruses [10], and fungi [11,12].

With the advent of this technology and the published sequence of the *T. rubrum* genome, the present study evaluated the transcriptional profile of *T. rubrum* co-cultured with human keratinocytes (HaCat) for 24 h by dual RNA-seq to identify important genes involved in the host defense and fungal pathogenicity in order to increase our understanding of the molecular aspects of this interaction. After 24 h of co-culture, we observed the induction of specific genes of the glyoxylate cycle and of a carboxylic acid transporter in *T. rubrum*, which may contribute to metabolic flexibility in nutrient-limited host niches, as well as of the *ERG6* gene involved in plasma membrane permeability, which may favor the assimilation of nutrients and fungal survival in the host. In addition, we found that the modulation of the *LAP2* and *DPPV* genes involved in the production of keratinolytic proteases that are important for the virulence of this dermatophyte. In contrast, in keratinocytes, genes involved in the repair of the epithelial barrier, in the increase of cell migration and the *RNASE7*, *SLC11A1* and *CSF2* genes (whose gene products have potential antimicrobial activity) were induced. Furthermore, the inhibition of *FLG* and *KRT1* genes whose products are directly involved in the maintenance of skin barrier integrity was observed.

## 2. Materials and Methods

### 2.1. Strains, Media and Growth Conditions

The *T. rubrum* strain CBS 118892 (CBS-KNAW Fungal Biodiversity Center, Utrech, The Netherlands) sequenced by the Broad Institute (Cambridge, MA, USA) was cultured on Sabouraud dextrose agar (Oxoid, Hampshire, UK) for 15 days at 28 °C.

### 2.2. Keratinocytes, Media and Growth Conditions

The immortalized human keratinocytes cell line HaCat was purchased from Cell Lines Service GmbH (Eppelheim, Germany). The cells were cultured in an RPMI medium (Sigma Aldrich, St. Louis, MO, USA) supplemented with 10% fetal bovine serum at 37 °C in a humidified atmosphere containing 5% CO_2_. Antibiotics (100 U/mL penicillin and 100 μg/mL streptomycin) were added to the medium to prevent bacterial contamination.

### 2.3. Co-Culture Assay and Conditions

For co-culture assay, a ratio of 2.5 × 10^5^ cells/mL of keratinocytes to 1 × 10^7^ conidia/mL of *T. rubrum* solution was used, and the co-culture was performed as described in [13]. The assays were carried out in three independent experiments performed in triplicate. Cultured keratinocytes and *T. rubrum* conidia were used as controls and were cultured similarly to the co-infection in RPMI Medium (Sigma Aldrich). Scanning electron microscopy was performed with a JEOL JEM 100CXII electron microscope at the Multiuser Electron Microscopy Laboratory of the Department of Cell and Molecular Biology (Ribeirão Preto Medical School, São Paulo, Brazil) to determine whether the penetration of fungal hyphae into keratinocytes occurred within 24 h of co-culture. The cell viability of HaCat keratinocytes prior to *T. rubrum* inoculation and after 24 h of co-culture was determined by measuring the release of the enzyme lactate dehydrogenase (LDH) (TOX7 kit from Sigma-Aldrich) in the RPMI Medium (Sigma Aldrich) according to the manufacturer’s instructions and described in [14]. The absorbance was read in a microplate reader (Elx 800 UV Bio-Tek Instruments, Inc., Winooski, VT, USA) at 490 nm.

### 2.4. RNA Isolation and Integrity Analysis

After 24 h of incubation, fungi and human cells were recovered by scraping and centrifuging at 1730× *g* for 10 min. For the disruption of the fungal cell wall, the samples (co-culture and controls) were treated with lysis solution (20 mg/mL of lysing enzymes from *Trichoderma harzianum* purchased from Sigma-Aldrich; 0.7 M KCl and 1 M MgSO_4_, pH 6.8) for 1 h at 28 °C under gentle shaking, followed by centrifugation at 1000× *g* for 10 min, as described in [13]. Total RNA was extracted using the Illustra RNAspin Mini RNA Isolation Kit (GE Healthcare, Chicago, IL, USA) according to the manufacturer’s instructions. After extraction, the absence of proteins and phenol in the RNA was analyzed in a MidSci Nanophotometer (Midwest Scientific, St. Louis, MO, USA) and the RNA integrity was assessed by microfluidic electrophoresis in an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Only RNA with an RNA integrity number (RIN) >7.0 was used. These RNAs were quantified in a Quantus™ Fluorometer (Promega Corporation, Madison, WI, USA) to verify if they had the adequate concentration for library construction.

### 2.5. Library Construction and Sequencing

The cDNA libraries for RNA sequencing were constructed in triplicate for each condition (cultured keratinocytes and *T. rubrum* conidia as control and co-culture). The libraries were constructed using the TrueSeq^®^ RNA Sample Preparation Kit v2 (Illumina, San Diego, CA, USA) according to manufacturer’s instructions and the libraries were validated according to the Library quantitative PCR (qPCR) Quantification Guide (Illumina). A pool of 11 pM of each library was distributed on the flowcell lanes and cluster amplification was performed in a cBot (Illumina) according to the manufacturer’s instructions.

Single read and paired-end sequencing were performed in a Genome Analyzer IIx and Hiseq 2000 (Illumina), respectively, according to the manufacturer’s instructions. The RNA-seq data are deposited in the GEO (Gene Expression Omnibus) database [15] under the accession number GSE110073

### 2.6. Sequence Data Analysis

The reads generated for each library were filtered using the FastQC software (https://www.bioinformatics.babraham.ac.uk/index.html) for removal of Illumina adapters and poor-quality reads. Only those with a Phred score > 20 were considered high-quality reads.

The high-quality reads were aligned to the *T. rubrum* reference genome of the Broad Institute’s Dermatophyte Comparative Database and to the *Homo sapiens* reference genome HG19 [16].

After alignment, the triplicate of each library was normalized according to each library size and the number of reads was calculated using the summarize Overlaps function in the Genomic Ranges Bioconductor package, obtaining the expression levels of the transcripts in the samples. For statistical evaluation of the gene expression data between the samples, the false discovery rate (FDR) procedure was applied using the DEseq package [17] implemented in the R/Bioconductor software. Genes exhibiting statistical significance <0.05 and a log_2_ fold change ratio ≥1 or ≤−1 were defined as differentially expressed genes (DEGs). The functional categorization of *T. rubrum* and keratinocyte DEGs in co-culture was performed according to Gene Ontology [18] using the Blast2GO algorithm [19] for *T. rubrum* and the website http://www.geneontology.org/ for human keratinocyte DEGs. For functional enrichment, the BayGO algorithm [20] and Enrichr enrichment tool [21,22], were used for the *T. rubrum* and keratinocyte DEGs, respectively. A *p*-value < 0.05 indicated the over-represented categories.

### 2.7. qPCR Validation

A set of 14 genes, including the *T. rubrum* and keratinocyte genes, were selected for validation by qPCR. For the reaction, 1 μg of the total RNA used for sequencing was treated with DNAse 1 Amplification Grade^®^ (Sigma Aldrich) to remove any genomic DNA contamination. The High-Capacity cDNA Reverse Transcription^®^ Kit (Applied Biosystems, Foster city, CA, USA) was used for cDNA conversion according to the manufacturer’s instructions. Quantitative Real Time (RT)-PCR experiments were performed in triplicate using the SYBR Taq Ready Mix Kit (Sigma Aldrich) in a Mx3300 qPCR System (Stratagene, San Diego, CA, USA). The cycling conditions were initial denaturation at 94 °C for 10 min, followed by 40 cycles at 94 °C for 2 min, at 60 °C for 60 s and at 72 °C for 1 min. A dissociation curve was constructed at the end of each PCR cycle to verify single product amplification. Gene expression levels were calculated using the 2^−ΔΔ*C*^_T_ comparative method. GAPDH [23] and β-actin [24] were used as normalizer genes for keratinocytes and 18S [25] and β-tubulin [26] as normalizer genes for *T. rubrum*. The results are reported as the mean ± standard deviation of three experiments. Pearson’s correlation test was used to evaluate the correlation between the qPCR and RNA-seq techniques. The primers used for qPCR validation are available in Table S4.

## 3. Results

### 3.1. Electron Microscopy of T. rubrum and HaCat Co-Culture

Figure 1B shows the penetration of a *T. rubrum* hypha into a HaCat cell after 24 h of co-culture. Thus, the period of co-culture was considered appropriate for the evaluation of the fungal-host interaction.

We performed the LDH assay with 24 h of co-culture to evaluate the keratinocyte cell viability. The percentage of LDH release was 18%. This LDH release may be due to the penetration of some fungal hyphae into keratinocyte cells (as observed in Figure 1B). LDH release was also evaluated at 0 h to assess cell viability prior to the addition of the fungus. The LDH release rate at 0 h was 1%. As a positive control, Triton X-100 (1%) was used in which 100% of the LDH release was obtained. Considering that we used 2.5 × 10^5^ cells/mL prior to inoculation of the fungus and that the percentage of LDH was 18%, we can estimate that approximately 2 × 10^5^ cells/mL are still viable in 24 h of co-cultivation.

### 3.2. Dual RNA-Seq Analysis of the Fungal-Host Interaction

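The dual RNA-seq compared 3 co-culture libraries of HaCat cells, an immortalized human keratinocyte line, with *T. rubrum* conidia at 24 h, 3 libraries of keratinocytes alone (HaCat control) and 3 of conidia alone (*T. rubrum* control). The authors aligned the reads to each genome, counted them per gene with the summarizeOverlaps function and deposited whole-number counts, without normalization, for 26334 human and 8616 *T. rubrum* genes. Human gene counts ranged from 9701060 to 29939249 per HaCat control library and from 6774707 to 24062177 per co-culture library. Fungal gene counts ranged from 19127137 to 75924985 in the *T. rubrum* controls and from 578131 to 2059270 in co-culture, so fungal depth was lower in co-culture. Counts of the 2 organisms were analysed apart. Each gene kept by edgeR's filterByExpr was tested between co-culture and control with edgeR's quasi-likelihood test after TMM normalization, and the values per library are counts scaled to a common library total on that scale (CPM, from edgeR's cpm function). DEGs had an FDR (Benjamini-Hochberg) under 0.05 and a log2 fold change of at least 1 in either direction, the limits of the paper's methods. The authors also deposited a table of their own DESeq comparison per organism. The base means in these tables are weighted sums of the 3 control libraries and of co-culture 2 and 3, with a weight of 0 for co-culture 1 (largest relative residual 2.78e-15), and the paper's text gives no reason for leaving that library out. Comparisons are therefore given over the 5 libraries behind those tables, a choice made after the counts were seen, and over all 6, as fixed before the data were examined. The human libraries fell into 2 sets by depth that cross the groups: HaCat control 1, co-culture 2 and co-culture 3 held at most 9701060 human counts, and HaCat control 2, HaCat control 3 and co-culture 1 at least 21942235. Without co-culture 1, both co-culture libraries are in the shallower set, with HaCat control 1 alone among the controls. Human values and tallies over the 5 libraries therefore mix the library set with the culture, and no fit over the 5 separated them. Without HaCat control 1 as well, set and culture coincide. The paper names single-read and paired-end sequencing, and the legend of its supplementary Table S1 has abbreviations for both, but that table was not used here.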

Sequencing resulted in an average of 40, 34 and 47 million raw reads corresponding to the libraries of *T. rubrum* conidia, co-culture, and keratinocytes, respectively. Low-quality reads were then removed, and the resulting reads were aligned to the references genomes of *T. rubrum* and *Homo sapiens* HG19 (UCSC Genome Bioinformatics site, Santa Cruz, CA, USA). On average, 85% and 5% of the quality reads of the *T. rubrum* conidia and co-culture libraries, respectively, aligned to the *T. rubrum* reference genome (CBS 118892). These percentages were 84% and 85%, respectively, when the quality reads of the co-culture and keratinocyte cell line were aligned to the HG19 reference genome. 

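Gene counts give a related measure, the share of fungal counts among all counts on genes of either organism. In co-culture 1 this share was 2.35% (95% exact Clopper-Pearson interval from 2.34% to 2.35%). It was 23.1% in co-culture 2 (23.0% to 23.1%) and 14.1% in co-culture 3, where both ends of the interval round to the same value. The mean was 13.2% ± 10.4 (SD, n = 3), and 18.6% ± 6.31 (SD, n = 2) without co-culture 1 and 8.24% without co-culture 2, so the libraries differed by far more than counting error. Reads are not independent molecules, and the intervals cover counting error only. With the 10 fungal and the 10 human genes of highest count left out, the shares of co-culture 1, 2 and 3 were 2.44%, 23.0% and 14.2%. Aligned reads outside annotated genes are not in these counts.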

The total number of filtered and aligned reads of each library is shown in Table S1.

### 3.3. Transcriptional Profile Analysis of Differentially Expressed Genes in the T. rubrum-Keratinocyte Co-Culture System

Table 1 and Table 2 show the genes that are up-regulated and down-regulated in keratinocytes and *T. rubrum*, respectively. 

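Of the 43 genes listed in Table 1, 40 were kept by the filter over the 5 libraries. All 40 had the table's direction, and 37 were DEGs, 21 of them up-regulated and 16 down-regulated. Over all 6 libraries 38 were tested, again in the table's direction, and 30 were DEGs. With 1 of the 6 left out, 19 were DEGs without HaCat control 2, 16 without HaCat control 3, 20 without co-culture 2 and 15 without co-culture 3. *SLC9A2*, *DES*, *KISS1R*, *NSA2* and *SEC11C* had too few counts to be tested over the 6 libraries. Each of the 38 genes of Table 2 was tested and had the table's direction over both sets of libraries. Over the 5 libraries 35 were DEGs, and 22 without co-culture 2. Over 6, the quasi-likelihood test called 0 of them and limma voom 0, with 33 at an unadjusted p under 0.05, while DESeq2 and edgeR's exact test each called 29. Adjusted over the list alone, 36 of the 43 genes of Tables 2 and 3 passed over 6 libraries. The lists were chosen by the authors on these libraries, so these tallies are not independent evidence. DESeq2 in place of edgeR called 33 genes of Table 1 over 6 libraries, limma voom 26, glmTreat 1 and the replicate block 20. Among human genes of the tables that were not DEGs over 6 libraries, those with the highest adjusted p were *CYCSP52*, *UBB*, *PSMB2*, *PPP5C*, *PSMB3*, *KRT1*, *MT1H*, *POTEM*, *MT1B* and *RPL30*. Several of these share sequence with pseudogenes or paralogs, so their counts are uncertain. *UBB*, for example, had 38.8 CPM in HaCat control 1, 31.4 in co-culture 2 and 30.8 in co-culture 3, the shallower libraries, and 0.381, 0.378 and 0 CPM in the deeper HaCat control 2, HaCat control 3 and co-culture 1. With the library set as a term in the fit, an alternative chosen after seeing the data, its log2 fold change changed sign, as did those of *CYCSP52*, *PSMB2*, *PPP5C* and *PSMB3*. The *T. rubrum* genes of highest adjusted p were TERG_04952, TERG_06963, TERG_07017, TERG_01270, TERG_03174, TERG_07691, TERG_04073, TERG_07477, TERG_05655 and TERG_04156.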

According to the distribution of the genes, those showing a *p*-value < 0.05 and log_2_ fold change ≥1 or ≥−1 in each condition were considered differentially expressed (Figure S1). A total of 353 HaCat genes and 70 *T. rubrum* genes were differentially expressed during 24 h of co-culture (Tables S2 and S3). 

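Over the 5 libraries behind the authors' comparison, 1358 of 9686 human genes tested were DEGs, 546 up-regulated and 812 down-regulated. These counts mix the library set with the culture, as both co-culture libraries are in the shallower set. Over all 6, 906 of 10186 were DEGs, 338 up-regulated and 568 down-regulated, and 777 genes were DEGs in both, none with opposite directions. In the table that the authors deposited, the same limits give 369 human genes, of which 291 were DEGs over 5 libraries and 213 over 6. For *T. rubrum*, 157 of 8552 genes were DEGs over 5 libraries, 72 up-regulated and 85 down-regulated. Their table gives 70 fungal genes, and 64 of these were among the 157. Over 6 libraries edgeR's quasi-likelihood test called 0 of 8422 fungal genes, with 321 at an unadjusted p under 0.05 and the same fold change limit. DESeq2 called 167 over the same libraries, limma voom 0 and edgeR's exact test 234. Leaving out single libraries moved these counts. From the 6, the human count was 485 without HaCat control 2, 318 without HaCat control 3, 480 without co-culture 2 and 358 without co-culture 3. From the 5, it was 2043 without HaCat control 1, 743 without co-culture 2 and 688 without co-culture 3, and the fungal count was 257 without *T. rubrum* control 1, 49 without co-culture 2 and 79 without co-culture 3. A test against a fold change of 2 (edgeR's glmTreat) lowered the human count over the 6 libraries to 8, and no fold change limit raised it to 2855. Scaled by library size only, 211 genes were up-regulated and 809 down-regulated over the 6, and 257 and 677 by upper-quartile factors. Co-culture 1 lay above every control for 51 of the 72 and below every control for 68 of the 85. Among the 8395 fungal genes that were not DEGs it lay above every control for 39.6% and below for 49.6%, and because the 157 were chosen with the same controls, these tallies are not independent evidence. With the library set by depth as a term, chosen after seeing the data, 917 human genes were DEGs over the 6 libraries. Of these, 763 were among the 906 and 665 among the 1358. A total of 4814 of the 10186 human genes had groups that did not overlap, where chance gives 10% for a single gene. Genes are not independent, as shifts of a whole library move many at once. The 10% is therefore no measure for the tally, which was not made for other divisions of the libraries.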

### 3.4. Functional Categorization of Differentially Expressed Genes

To evaluate the molecular and biological mechanisms involved in the fungal-host interaction, the DEGs were categorized according to biological processes and molecular functions. The most enriched categories considering a *p* < 0.05 are shown in Figure 2.

Most of the up-regulated *T. rubrum* genes (Figure 2A) belong to categories related to metabolic processes, membrane proteins, and substance transport, while the down-regulated genes are mainly involved in ATP binding. However, categories important to the fungus-host relationship, such as those including genes involved in the glyoxylate cycle and pathogenicity, should also be highlighted. 

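Table 3 names 17 genes, each listed as up-regulated in co-culture, and all 17 were higher in co-culture over 5 libraries and over 6. Each was a DEG over the 5 libraries by edgeR's quasi-likelihood test, and 16 were by DESeq2. Without co-culture 2, edgeR called 11. Over the 6 libraries the same edgeR test called 0 of the 17, limma voom 0 and DESeq2 14, and 14 had an unadjusted p under 0.05 in the edgeR test. Adjusted over the list alone, the 7 *T. rubrum* genes that the paper discusses with a log2 fold change all passed over 6 libraries and over 5. Adjusted over all genes tested, 7 passed over the 5 libraries and none over the 6. The authors picked these genes on the same libraries, so the first count is not independent evidence.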

Table 3 shows some functional categories that are important for the interaction of *T. rubrum* with HaCat keratinocytes. Within these categories, we selected some genes considered to play a fundamental role in the attack mechanisms and survival of the fungus when in contact with the host for validation and discussion: genes involved in protease secretion (*TERG_12606; TERG_08405*), metabolic flexibility for nutrient assimilation (*TERG_01281*; *TERG_11638*; *TERG_11639*; *TERG_00916*), and plasma membrane permeability (*TERG_03102*). On the other hand, up-regulated genes in keratinocytes (Figure 2B) are mainly found in the categories related to RNA binding, translation, and rRNA processing, while most of the down-regulated genes belong to the RNA binding category. Furthermore, Table 4 shows some functional categories that are important for the cell defense mechanisms of human keratinocytes during co-culture with *T. rubrum*, such as the genes involved in the innate immune response, epidermal cell differentiation, regulation of cell migration, and establishment of the skin barrier.

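Translation was followed here through a list of ribosomal protein genes fixed before the data were examined, of which 70 were tested. Over 6 libraries 59 of the 70 were higher in co-culture, with a median log2 difference of 1.03 in CPM (adjusted p = 9.15e-05 over 8 lists, limma camera with the preset correlation). The call did not hold under fry (adjusted p = 0.142) or with the correlation estimated from the data (adjusted p = 0.395). The median log2 CPM of the list was 8.88 in HaCat control 1, 7.44 in control 2 and 7.14 in control 3, against 8.02, 9.68 and 9.73 in co-culture 1, 2 and 3. Depth sets and groups both moved this list, so the comparison was repeated within each set. Co-culture 2 and 3 lay above HaCat control 1 by a median of 0.67, with 56 of 70 genes higher, and co-culture 1 lay above HaCat controls 2 and 3 by 0.56, with 55 of 70 higher. Among single genes, *RPL26* was up-regulated (log2 fold change 1.11, standard error 0.32, adjusted p = 0.0408, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) over 6 libraries, but its value fell under 1 without HaCat control 2 or 3 or co-culture 2 or 3 (from 0.92 to 0.99). *RPS3*, at 1.21 ± 0.0462 CPM (SD, n = 3) in the controls, had a log2 fold change of 1.44. *RPL36A* went the other way, at -1.35, and was no longer a DEG without HaCat control 3, co-culture 2 or co-culture 3 (adjusted p of 0.0567, 0.0547 and 0.0641, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Most ribosomal protein genes have processed pseudogenes that can take some of their reads, which limits the values for single genes.

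**Figure D1:**
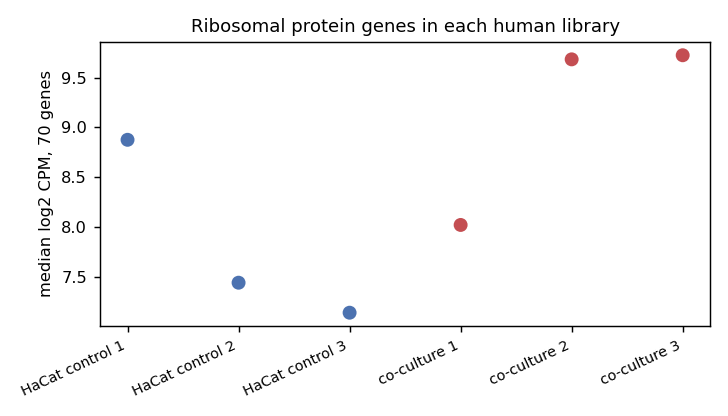
Median log2 CPM (y axis) of the 70 ribosomal protein genes tested in each of the 6 human libraries (x axis), with HaCat controls in blue and co-culture in red. HaCat control 1 lies above the other controls, at 8.88, and co-culture 1 lies below the other co-culture libraries, at 8.02.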

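Of the 22 genes of Table 4, all had the table's direction over 5 and over 6 libraries. Over the 5 libraries 17 were DEGs, 15 up-regulated and both down-regulated ones. Over 6 libraries there were 13, with 12 up-regulated. DESeq2 called 15 over 6 libraries. With the library set by depth as a term, chosen after seeing the data, 18 genes kept the table's direction and 11 were DEGs in it. For the 8 HaCat genes that the paper discusses with a log2 fold change, 7 passed an FDR of 0.05 over 6 libraries when adjusted over the list alone and 6 when adjusted over all genes tested. Over the 5 libraries all 8 passed both ways. The study chose this list on these libraries, so the first count is not independent evidence.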

### 3.5. Validation by qPCR

Pearson’s correlation test was used to evaluate the correlation between dual RNA-seq and qPCR. For this purpose, 14 genes were chosen for validation, including 6 *T. rubrum* genes (*TERG_11638*; *TERG_01281*; *TERG_08405*; *TERG_12606*; *TERG_00916*; *TERG_03102*) and 8 HaCat genes (*HAS2*; *CSF2*; *SLC11A1*; *RNASE7*; *CASP14*; *MMP9*; *KRT1*; *FLG*). 

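The RNA-seq side of this comparison can be read per library. All 14 genes were DEGs over the 5 libraries, and over 6 libraries 6 of the 14 were, with 13 by DESeq2. The files used here hold no qPCR values, and no correlation with qPCR was computed. An exact permutation test on 3 libraries against 3 cannot give a p below 0.1.

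**Figure D2:**
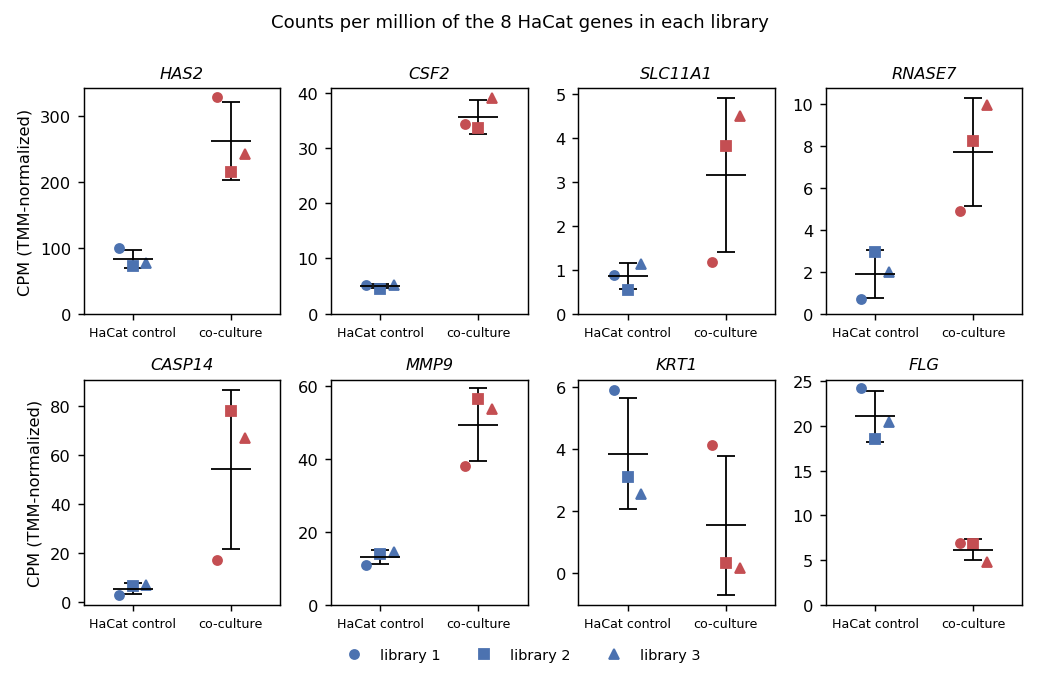
TMM-normalized CPM (y axis, 1 panel per gene) of the 8 HaCat genes in the 3 HaCat control (blue) and 3 co-culture (red) libraries, with horizontal bars at the mean and error bars of 1 SD. For *SLC11A1*, *RNASE7*, *CASP14*, *MMP9*, *KRT1* and *FLG*, co-culture 1 lies nearest to the controls among the co-culture libraries.

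**Figure D3:**
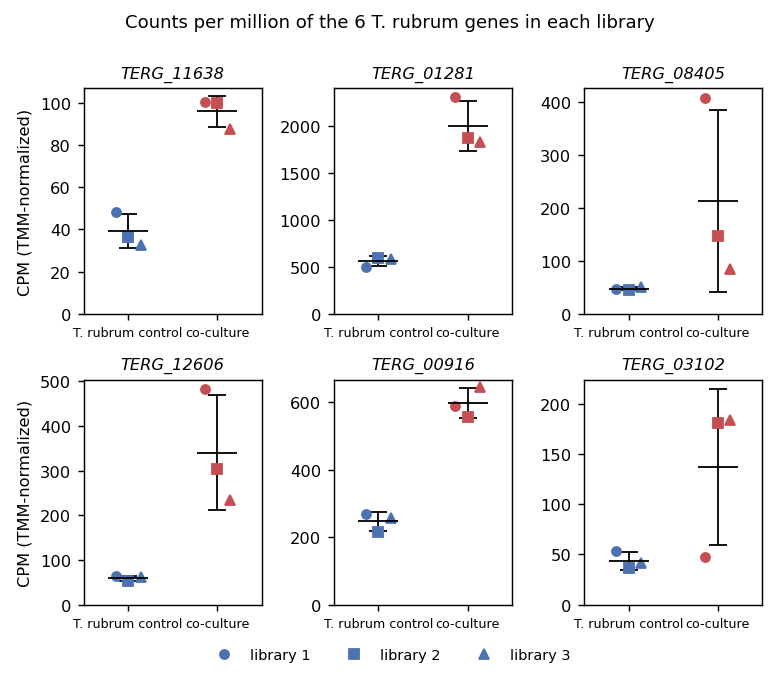
TMM-normalized CPM (y axis, 1 panel per gene) of the 6 *T. rubrum* genes in the 3 *T. rubrum* control (blue) and 3 co-culture (red) libraries, with horizontal bars at the mean and error bars of 1 SD. Only for TERG_03102 does co-culture 1 lie within the range of the controls.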

Figure 3 shows the comparison of the log_2_ fold change values obtained with the two techniques. The gene expression results obtained by RNA-seq showed a strong correlation (r = 0.80, *p* < 0.001) with the gene modulation values obtained by qPCR. This finding suggests that sequencing provided reliable results, demonstrating the reproducibility and accuracy of the technique.

## 4. Discussion

Through the analysis of mixed transcriptomes, this is the first study to sequence by dual RNA-seq the dermatophyte *T. rubrum* with a HaCat cells in an in vitro model of co-culture for 24 h.

Based on the sequencing data generated, only about 5% of the quality reads of the co-culture could be aligned to the *T. rubrum* reference genome (CBS 118892), indicating a predominance of human reads in this library. Indeed, a major challenge encountered in the sequencing of mixed transcriptomes is the difference in the amount of RNA between different cell types. Whereas a human cell contains about 20–25 pg RNA, a fungal cell contains 0.5–1 pg [8,27], a fact that may explain the smaller number of reads generated for *T. rubrum* compared to human keratinocytes. This obstacle was also observed in dual RNA-seq analysis of a *Magnaporthe oryzae* and *Oryza sativa* co-culture, in which the percentage of alignment of fungal reads to the *M. oryzae* reference genome ranged from 0.1–0.2% [28]. As the latest example, in [12] also obtained a low percentage (~1%) of reads corresponding to the pathogen *Phytophthora cinnamomi* in dual RNAseq with *Eucalyptus nitens*. In that study, the authors obtained 283 genes of *Phytophthora cinnamomi* in a genome comprising approximately 58.38 Mb (National Center for Biotechnology). Comparing these data with our study, we obtained about 5% of read alignment and 70 modulated *T. rubrum* genes considering a fold change ≥1 or ≤−1 within a genome of 22.5 Mb.

However, we reached coverage of 90.7% of the 8.616 annotated genes in the *T. rubrum* genome considering the genes with at least one count read.

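In the deposited counts, 7820 of the 8616 genes (90.8%) had at least 1 count in every co-culture library, and 8554 (99.3%) had 1 in any of them. Single libraries reached 91.7% (co-culture 1), 98.8% (co-culture 2) and 97.2% (co-culture 3). Over co-culture 2 and 3 alone, 8337 genes (96.8%) had a count in both. A minimum of 10 counts in every co-culture library was met by 5923 genes (68.7%). Among the *T. rubrum* controls 8602 genes (99.8%) had a count in every library. When the control counts were thinned at random to the mean fungal depth of the co-culture libraries, 8300 genes (96.3%) did, so part of the gap to the controls follows from depth.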

Seventy DEGs of *T. rubrum* were identified after 24 h of co-culture, which could be allocated to different categories according to biological function. Categories that were relevant for the understanding of the attack mechanisms of *T. rubrum* against keratinocytes included those containing *TERG_12606* and *TERG_08405* which encode important proteases for tissue invasion by the fungus, *TERG_03102* or the *ERG6* gene which is considered a promising target for the development of new antifungal agents [29], and *TERG_01281*, *TERG_11638* and *TERG_ 00916* which may be involved in the metabolic flexibility of *T. rubrum*, improving the adaptation and development in the host.

Regarding the functional categories containing the 353 HaCat DEGs, we highlight the following genes as important for the host defense mechanisms: *SLC11A1*, *RNASE7* and *CSF2* involved in innate immune response signaling; *MMP9* and *HAS2* involved in the regulation of epithelial cell migration; *KRT1* and *FLG* involved in maintaining skin barrier integrity, and *CASP14* involved in epidermal cells differentiation.

### 4.1. Genes Involved in Protease Secretion Are Important for the Pathogenicity of T. rubrum

During the course of infection, dermatophytes such as *T. rubrum* secrete endo- and exoproteases that degrade the keratin of the host tissue into oligopeptides and amino acids [30]. These compounds are used as a source of carbon, nitrogen, phosphorus, and sulfur for nutrition of the fungus [31].

The results of dual RNA-seq showed the induction of *TERG_12606* (log_2_ fold change: 2.16) and *TERG_08405* (log_2_ fold change: 1.29) (functional category: pathogenicity), which encode exoproteases (dipeptidyl peptidase V and leucine aminopeptidase 2, respectively). These findings corroborate the results of Reference [32] which evaluated gene expression by microarray in *T. rubrum* grown in a keratin-containing medium, and in [33] which evaluated the secretion of exoproteases, including dipeptidyl peptidase V, by *T. rubrum* in a keratin-containing medium. 

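TERG_12606 (dipeptidyl peptidase V) had 59.7 ± 5.55 CPM (SD, n = 3) in the controls and 269 ± 50.1 CPM (SD, n = 2) in co-culture 2 and 3, a log2 fold change of 2.18 (standard error 0.14, adjusted p = 5.98e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Co-culture 1 had 482 CPM, and over 6 libraries the log2 fold change was 2.50 (standard error 0.29, adjusted p = 0.0688, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). TERG_08405 (leucine aminopeptidase 2) had 47.2 ± 3.28 CPM (SD, n = 3) in the controls and 115 ± 44.3 CPM (SD, n = 2) in co-culture 2 and 3, a log2 fold change of 1.32 (standard error 0.19, adjusted p = 0.00142, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Here co-culture 1 was the highest library, with 407 CPM. The value over 6 libraries was 2.14 (standard error 0.50, adjusted p = 0.202, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and it rested on that library in size but not in sign. Over the same 6 libraries DESeq2 and edgeR's exact test called both genes, and limma voom called neither. Every co-culture library lay above every control for both genes. With each library left out in turn from the 5, the log2 fold change stayed between 1.96 and 2.34 for TERG_12606 and between 0.83 and 1.64 for TERG_08405. The lowest value for TERG_08405 was that without co-culture 2 (adjusted p = 0.129, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The authors do not name the annotation release, so genes are given by the identifiers of the counts.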

The secretion of endo- and exo-proteases by dermatophytes is one of the best-characterized virulence factors [32,33] and is of fundamental importance for invasion and dissemination of the fungus through the stratum corneum of the host [34].

### 4.2. The *ERG6* Gene Is a Promising Target for Developing a New Antifungal Agent Against T. rubrum

In addition to the need of effective degradation of skin protein components for penetration of the fungus into tissue, the maintenance of fungal plasma membrane permeability and fluidity is essential for the correct assimilation of nutrients and the consequent growth and survival of *T. rubrum* in the host. In the present study, we observed the induction of *TERG_03102* (log_2_ fold change: 2.05) (functional category: metabolic process), which corresponds to the *ERG6* gene. This gene encodes the enzyme 24-C-methyltransferase, which participates in ergosterol biosynthesis [35]. 

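TERG_03102 (*ERG6*) had 43.8 ± 8.87 CPM (SD, n = 3) in the controls and 182 ± 1.96 CPM (SD, n = 2) in co-culture 2 and 3, a log2 fold change of 2.05 (standard error 0.16, adjusted p = 2.03e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Co-culture 1 had 47.9 CPM, inside the range of the control libraries (53.5, 36.2 and 41.6 CPM), so the difference was present in 2 of the 3 co-culture libraries. Over 6 libraries the log2 fold change was 1.69 (standard error 0.42, adjusted p = 0.203, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 and edgeR's exact test called the gene over these 6 libraries, and limma voom did not. In co-culture 1 the gene had 30 counts.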

Ergosterol is known to be responsible for fungal plasma membrane fluidity and permeability and it is important for the adequate function of membrane-anchored proteins [36].

The ergosterol biosynthesis pathway, which is absent in mammals, is the target of antifungal agents such as terbinafine. However, new genes of this pathway should be explored as potential targets because of reports of resistance of *T. rubrum* to this commercial antifungal drug [37]. One example of a promising potential target of new antifungals is the *ERG6* gene whose expression was found to be modulated in this study. Altered expression of this gene results in plasma membrane changes, impairing the transport of nutrients into the fungal cell [38]. The importance of this gene as a new therapeutic strategy has also been reported in [29]. In a comparative genomics study, these authors identified this gene in important human fungal pathogens such as *Candida albicans* and *Aspergillus fumigatus*.

### 4.3. Glyoxylate Cycle Genes and a Carboxylic Acid Transporter May Be Associated with Mechanisms of Metabolic Flexibility in the T. rubrum-Host Relationship

Additionally, regarding the importance of nutrient assimilation by the fungus for its development during infection, the metabolic flexibility of some pathogenic fungi is worth noting. This flexibility enables the fungus to obtain nutrients through the assimilation of alternative carbon sources in nutrient-limited host niches [39,40]. Knowledge of the genes that are induced to favor this metabolic flexibility is still limited. Thus, these genes are interesting targets for the development of more selective antifungals since the induction of alternative metabolic pathways is an exclusive property of pathogenic fungi [41].

In the present study, genes involved in metabolic flexibility were modulated: *TERG_01281* (log_2_ fold change: 1.72), *TERG_11638* (log_2_ fold change: 1.26) and *TERG_11639* (log_2_ fold change: 1.13) (functional category: glyoxylate cycle), which encode malate synthase and isocitrate lyases, respectively, are enzymes that participate in the glyoxylate cycle. In other clinical fungi, the activation of this cycle permits cell survival in low-glucose environments through the synthesis of glucose from lipids and other carbon sources [41]. We suggest this strategy could favor the growth and persistence of *T. rubrum* in the host since the fungus infects tissues rich in keratin and lipids. Furthermore, this cycle provides pathogenicity and virulence to other pathogens such as *C. albicans*, since the alternative assimilation of nutrients in nutrient-limited host niches favors pathogen survival and adaptation to the host [39].

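Malate synthase (TERG_01281) had 560 ± 51.7 CPM (SD, n = 3) in the controls and 1852 ± 33.3 CPM (SD, n = 2) in co-culture 2 and 3, a log2 fold change of 1.72 (standard error 0.13, adjusted p = 2.03e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). For the isocitrate lyase entries, TERG_11638 had 39.2 ± 8.06 CPM (SD, n = 3) in the controls and 93.9 ± 8.77 CPM (SD, n = 2) in co-culture 2 and 3, a log2 fold change of 1.26 (standard error 0.18, adjusted p = 0.00147, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). TERG_11639 had 192 ± 29.8 CPM (SD, n = 3) and 421 ± 15.9 CPM (SD, n = 2), a log2 fold change of 1.13 (standard error 0.14, adjusted p = 7.01e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). These last 2 identifiers lie next to each other in the ASM15142v1 assembly and carry the same product name, and how the counting divided reads between them is not known, so their values may not be separate measurements. Without co-culture 2, TERG_11638 had an adjusted p of 0.0940 over the other libraries of the 5 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Co-culture 1 lay above every control for each of the 3 genes, with 2314 CPM, 101 CPM and 388 CPM in the order named. Over 6 libraries their log2 fold changes were 1.84, 1.29 and 1.10, with adjusted p of 0.0688, 0.0836 and 0.103 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 were called over 6 libraries by DESeq2 and by edgeR's exact test, and none by limma voom. From the induction of these genes, and from what the cycle does in other fungi, the paper proposes that the glyoxylate cycle could favor growth and persistence of *T. rubrum* in tissue rich in keratin and lipids.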

The role of the glyoxylate cycle in the pathogenicity of *T. rubrum* is still not well established considering that this fungus causes superficial infections. However, we also showed the induction of genes encoding isocitrate lyase and malate synthase during the co-culture of HaCat keratinocytes with *T. rubrum.* The same genes were repressed in the presence of antifungal compounds licochalcone and caffeic acid in the co-culture for 24 h [42]. We also highlight the induction of *TERG_00916* (log_2_ fold change: 1.28), which encodes a carboxylic acid transporter (functional category: transport), and suggest that the fungus can use this transporter to facilitate the assimilation of carboxylic acids as an alternative carbon source during infection. 

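In the counts, TERG_00916 had 247 ± 29.0 CPM (SD, n = 3) in the controls and 600 ± 62.4 CPM (SD, n = 2) in co-culture 2 and 3, a log2 fold change of 1.28 (standard error 0.14, adjusted p = 2.14e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Co-culture 1 had 589 CPM, close to the other co-culture libraries. Over 6 libraries the log2 fold change was 1.27 (standard error 0.20, adjusted p = 0.0836, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and with each of the 6 libraries left out in turn it stayed between 1.18 and 1.32. Here too DESeq2 and edgeR's exact test called the gene over 6 libraries and limma voom did not.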

The expression of two short-chain carboxylic acid transporters has been demonstrated in *C. albicans* when glucose availability in the host is low. These findings indicate the importance of these transporters in the early stages of infection, contributing to the virulence of the pathogen [43].

### 4.4. The Modulation of Genes Involved in the Maintenance of the Skin Barrier, Cell Migration, and Differentiation May Be Associated with the Defense Strategies of Human Keratinocytes

The degradation of keratin present in the epidermis through the secretion of proteases such as those modulated in this study (*TERG_12606* and *TERG_08405*) causes marked changes in the function and structure of the epithelial barrier [44]. Repression of the *FLG* (log_2_ fold change: −1.86) and *KRT1* (log_2_ fold change: −4.02) genes that encode filaggrin and keratin 1, respectively, was observed during the 24 h of co-culture of *T. rubrum* with HaCat cells. We suggest the repression of the *FLG* and *KRT1* genes to be related to the loss of skin barrier integrity, favoring the installation and tissue invasion by the fungus since the proteins encoded by these genes act together during the transition of keratinocytes to corneocytes that will compose the epithelial barrier [45,46]. These results corroborate the findings reported in [47] which identified the reduced expression of filaggrin in cases of tinea corporis caused by *T. rubrum*, and in [48] which observed the loss of skin barrier integrity in *KRT1*-deficient mice.

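*FLG* lies on chromosome 1 of GRCh37 from 152274641 to 152297715 (GENCODE annotation). It had 21.0 ± 2.90 CPM (SD, n = 3) in the HaCat controls and 5.81 ± 1.42 CPM (SD, n = 2) in co-culture 2 and 3, a log2 fold change of -1.85 over the 5 libraries (standard error 0.21, adjusted p = 0.00195, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Co-culture 1 had 6.86 CPM, and over 6 libraries the log2 fold change was -1.75 (standard error 0.19, adjusted p = 0.00368, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *KRT1* lies on chromosome 12 of GRCh37 from 53068520 to 53074191 (GENCODE annotation). Expression was low, with 60, 97 and 61 counts in the 3 controls and 2 and 1 in co-culture 2 and 3, a ratio per human count of 0.0621 to the controls (95% exact interval from 0.0127 to 0.184, counting error only). *KRT1* had 3.86 ± 1.81 CPM (SD, n = 3) in the HaCat controls and 0.239 ± 0.111 CPM (SD, n = 2) in co-culture 2 and 3, a log2 fold change of -3.92 over the 5 libraries (standard error 0.73, adjusted p = 0.00791, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *KRT1* was not a DEG without co-culture 2 or without co-culture 3 (adjusted p of 0.0593 and 0.0752, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Co-culture 1 had 98 counts, 4.13 CPM, within the range of the controls. With it the log2 fold change was -0.97 (standard error 0.84, adjusted p = 0.415, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), so the repression of *KRT1* was seen in 2 of the 3 co-culture libraries and that of *FLG* in all 3. From the repression of the 2 genes, and from the part their proteins play in the change of keratinocytes to corneocytes, the paper proposes a loss of skin barrier integrity that favors tissue invasion by the fungus.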

In the case of damage to the skin barrier, creating a portal of entry for exogenous microorganisms, epithelial cells respond rapidly to close the wound by increasing cell proliferation. In addition, the remodeling of affected tissue occurs and the migration of epithelial and immunocompetent cells to the site of infection is facilitated [49,50].

Among the genes allocated to the functional category of epidermal cell differentiation, the most modulated gene was *CASP14* (log_2_ fold change: 3.74), which encodes caspase 14 (Table 4). This is the only caspase not involved in apoptotic pathways [51,52] and an increase in its expression is associated with the differentiation of keratinocytes into corneocytes [53,54], demonstrating a low accumulation of filaggrin fragments in the stratum corneum and increased epithelial water loss in caspase 14-deficient mice. Thus, the induction of *CASP14* expression might be related to the increased differentiation of keratinocytes into corneocytes in an attempt to strengthen the epithelial barrier. 

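*CASP14* lies on chromosome 19 of GRCh37 from 15160291 to 15169104 (GENCODE annotation). The gene had 5.41 ± 2.14 CPM (SD, n = 3) in the HaCat controls and 72.6 ± 7.74 CPM (SD, n = 2) in co-culture 2 and 3, a log2 fold change of 3.69 over the 5 libraries (standard error 0.31, adjusted p = 8.50e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Co-culture 1 had 17.0 CPM, also above every control, and over 6 libraries the log2 fold change was 3.26 (standard error 0.59, adjusted p = 0.0109, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Differentiation was also followed through a list of 31 late keratinocyte differentiation genes, of which 17 were tested. The list did not pass limma camera (adjusted p = 0.232, and 0.395 with the correlation estimated from the data) or fry (adjusted p = 0.0509), with 11 genes higher and 6 lower in co-culture. With the library set by depth as a term, chosen after seeing the data, it passed fry (adjusted p = 0.00131) but not camera (adjusted p = 0.157). *PADI1*, *SPRR2A* and *SPRR2E* were up-regulated (log2 fold changes of 3.06, 2.12 and 2.95) and *HRNR* was down-regulated (2.45 ± 0.433 CPM in the HaCat controls and 0.597 ± 0.106 CPM in co-culture, SD, n = 3). *SPRR2E* was no longer a DEG without HaCat control 2, HaCat control 3 or co-culture 2 (adjusted p of 0.0723, 0.0792 and 0.0507, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *SPRR2A* and *SPRR2E* are closely related genes that may share reads, which was not tested, so their separate values are uncertain.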

Another possibility is that the increased expression of the *CASP14* gene is involved in the repair of damage caused by the repression of the *FLG* and *KRT1* genes as a host defense response during infection with *T. rubrum*.

Regarding the functional category containing genes involved in the regulation of cell migration, the induction of the *MMP9* gene (log_2_ fold change: 1.46), which encodes matrix metalloproteinase 9, should be highlighted (Table 4). In addition to the role of matrix metalloproteinases in the remodeling of damaged tissues through the degradation of extracellular matrix, studies have shown that matrix metalloproteinase 9 is necessary for the migration of inflammatory cells to the epidermis [55]. 

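*MMP9* lies on chromosome 20 of GRCh37 from 44637547 to 44645200 (GENCODE annotation). It had 13.2 ± 1.95 CPM (SD, n = 3) in the HaCat controls and 55.1 ± 2.02 CPM (SD, n = 2) in co-culture 2 and 3, a log2 fold change of 2.05 over the 5 libraries (standard error 0.14, adjusted p = 5.73e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Co-culture 1 had 38.1 CPM. All 6 libraries gave a log2 fold change of 1.89 (standard error 0.19, adjusted p = 0.00349, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), between 1.79 and 2.05 with each library left out in turn.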

Considering the data available so far, the induction of this gene may indicate an important role in the regulation of the flow of immunocompetent cells through the epidermal compartment in infections caused by *T. rubrum*. Since this protein is produced in its inactive form [56], the present results do not permit to establish whether the matrix metalloproteinase 9 becomes active in keratinocytes during dermatophyte infections. Furthermore, the increased expression of this enzyme in its active form may be associated with an increase in inflammation and the occurrence of ulcers in some diseases such as ocular herpes [57] and leishmaniasis [58], in addition to facilitating the dissemination of the pathogen through tissues by excessive cleavage of collagen IV present in the basement membrane [59].

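*HAS2* lies on chromosome 8 of GRCh37 from 122624356 to 122653680 (GENCODE annotation). This gene had 83.1 ± 14.3 CPM (SD, n = 3) in the HaCat controls and 230 ± 19.4 CPM (SD, n = 2) in co-culture 2 and 3, a log2 fold change of 1.47 over the 5 libraries (standard error 0.14, adjusted p = 0.00127, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It was highest in co-culture 1, at 329 CPM, and the log2 fold change over 6 libraries was 1.67 (standard error 0.19, adjusted p = 0.00385, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).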

With respect to other genes involved in the regulation of cell migration, the induction of the *HAS2* gene was observed (log_2_ fold change: 1.46), which encodes hyaluronan synthase 2, an enzyme that participates in the synthesis of hyaluronic acid. This acid is one of the main components of the extracellular matrix and plays an important role in the repair of damaged tissues, contributing to the activation of inflammatory cells and the stimulation of chemokines and cytokines through its interaction with Toll-like receptors [60]. Studies also indicate a potential antifungal effect of hyaluronic acid, which inhibits the growth of *C. albicans* in vitro [61].

### 4.5. The Induction of Genes Involved in the Immune Response of Human Keratinocytes that Encode Compounds with Antimicrobial Activity

Among the functional categories studied, the most important to be evaluated during the fungal-host interaction are those containing the set of genes involved in the human cellular defense. These genes participate not only in the signaling and recruitment of immune system cells, but also in the production of compounds by the host that have a potential antimicrobial effect. These include genes allocated to the MAPK cascade involved in the innate immune response and antimicrobial humoral immune response categories (Table 4).

As an innate cellular defense mechanism, keratinocytes produce peptides with antimicrobial activity, such as cathelicidins, defensins, and ribonucleases [62]. We observed the induction of the *RNASE7* gene (log_2_ fold change: 2.27) that encodes ribonuclease 7. This ribonuclease is known for its marked antimicrobial activity against Gram-positive and -negative bacteria, *C. albicans* [63] and dermatophytes [64], suggesting its use as a new antifungal agent.

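*RNASE7* lies on chromosome 14 of GRCh37 from 21510475 to 21512393 (GENCODE annotation). At low depth, with 7 to 93 counts in the controls, it had 1.87 ± 1.14 CPM (SD, n = 3) in the HaCat controls and 9.09 ± 1.20 CPM (SD, n = 2) in co-culture 2 and 3, a log2 fold change of 2.17 over the 5 libraries (standard error 0.47, adjusted p = 0.0137, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Co-culture 1 had 4.88 CPM, above every control. Its log2 fold change over all libraries was 1.92 (standard error 0.48, adjusted p = 0.0253, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), between 1.59 and 2.40 with each left out. *RNASE7* was no longer a DEG without HaCat control 3, co-culture 2 or co-culture 3 (adjusted p of 0.0889, 0.0742 and 0.0898, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), nor without co-culture 2 or 3 from the 5 libraries (0.0730 and 0.101).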

Compounds that can be used as new approaches to the treatment of fungal diseases are increasingly being explored because of the growing resistance of pathogenic fungi to conventional antifungal agents [65]. In addition to the *RNASE7* gene, we highlight the induction of the *CSF2* gene (log_2_ fold change: 2.86), which encodes the cytokine granulocyte-macrophage colony-stimulating factor (GM-CSF). 

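*CSF2* lies on chromosome 5 of GRCh37 from 131409482 to 131411863 (GENCODE annotation). Expression was 4.98 ± 0.379 CPM (SD, n = 3) in the HaCat controls and 36.4 ± 3.91 CPM (SD, n = 2) in co-culture 2 and 3, a log2 fold change of 2.87 over the 5 libraries (standard error 0.14, adjusted p = 2.99e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Co-culture 1 had 34.3 CPM, so the 3 co-culture libraries differed little from each other, and 6 libraries gave 2.84 (standard error 0.13, adjusted p = 8.81e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The list of inflammatory and antimicrobial genes that holds *CSF2* and *RNASE7* had 11 of 18 tested members higher and a median log2 difference of 0.41 (adjusted p = 0.0448, limma camera). Without co-culture 1 its adjusted p was 0.198, without HaCat control 1 it was 0.0550, and without the genes of Tables 1 and 4 it was 0.200, so the camera call rested on these. The list passed fry (adjusted p = 0.00851, and 0.00595 with the library set by depth as a term, chosen after seeing the data) but not camera with the correlation estimated from the data (adjusted p = 0.395). Among the other members, *IL1B* had a log2 fold change of 1.04, and 0.97 without HaCat control 3.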

Studies indicate the clinical use of this cytokine as an immunological adjuvant for the treatment of fungal diseases. GM-CSF has already been used to treat neutropenic patients undergoing chemotherapy, HIV-infected patients, and bone marrow transplant recipients [66,67]. The effects of this cytokine have been evaluated in species of the genera *Candida* [68] and *Aspergillus* [69], administered alone or in combination with other commercial antifungals.

The induction of the *CSF2* and *RNASE7* genes during co-culture of human keratinocytes with *T. rubrum* may indicate an important cellular defense response of the host when in contact with this fungus since both genes encode compounds with antimicrobial activity. Furthermore, the production of these compounds favors the recruitment of immunocompetent cells to the affected sites that are important for the host’s innate immune mechanisms [63,70,71]

Another gene that was found to be induced in this study and that is also known for its antimicrobial activity is *SLC11A1*. This gene encodes an integral membrane protein [72] that mediates the transport of divalent ions, activating macrophages and exerting other pleiotropic effects on the innate immune system [73]. 

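*SLC11A1* lies on chromosome 2 of GRCh37 from 219246752 to 219261617 (GENCODE annotation). It was weakly expressed, with 9, 17 and 27 counts in the controls, and had 0.854 ± 0.298 CPM (SD, n = 3) in the HaCat controls and 4.15 ± 0.485 CPM (SD, n = 2) in co-culture 2 and 3, a log2 fold change of 2.30 over the 5 libraries (standard error 0.38, adjusted p = 0.00563, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Co-culture 1 had 1.18 CPM, just above the highest control at 1.13. Over 6 libraries the log2 fold change was 1.81 (standard error 0.57, adjusted p = 0.0513, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2 called it over the same libraries (adjusted p = 0.00919). *SLC11A1* was not a DEG without co-culture 3 from the 5 libraries (adjusted p = 0.0571, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).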

The available data indicate that this protein protects the host against intracellular pathogens such as *Salmonella* by controlling iron homeostasis inside macrophages, limiting the access of the pathogen to this essential element inside the host, and by concomitantly promoting an increase in the production of antimicrobial effector molecules [72].

Although more elucidated in macrophages, the increased expression of this gene was also observed in keratinocytes of patients with severe burns, suggesting that this gene participates in the innate immune response in the presence of tissue injury [74]. Tissue damage also occurs in dermatophytoses as a result of the secretion of keratinolytic proteases by the fungus. We, therefore, suggest that the induction of this gene during co-culture of keratinocytes with *T. rubrum* may be associated with a defense mechanism of the host, since the *SLC11A1* gene can also exert some signaling effects on the immune system such as macrophage activation, the regulation of interleukin 1-β, and the induction of iNOS, major histocompatibility (MHC) class II molecules, and tumor necrosis factor α (TNFα), among others [75,76]. However, more in-depth studies are necessary to elucidate this possible mechanism of defense

In summary, within the complex interaction between the fungus and host, we highlight the importance of the modulation of expression of *T. rubrum* genes that contribute to the acquisition and assimilation of nutrients. In this respect, genes responsible for the secretion of keratinolytic proteases (*TERG_12606*; *TERG_08405*) and metabolic adaptation (*TERG_01281*; *TERG_11638*; *TERG_11639*; *TERG_00916*) were found to be induced, as well as the *ERG6* gene that is responsible for maintaining the integrity and permeability of the plasma membrane. In contrast, in the presence of keratinocytes, genes encoding proteins with antimicrobial activity (*RNASE7*; *SLC11A1*; *CSF2*) and genes involved in the maintenance of the skin barrier (*MMP9*; *HAS2*; *CASP14*) are induced, while two genes essential for the stability and integrity of the skin barrier (*FLG*; *KRT1*) are repressed (Figure 4). Considering the limited knowledge, the use of dual RNA-seq allowed for a better understanding of some of the molecular mechanisms involved in the *T. rubrum*-host relationship.

## Figures and Tables

**Figure 1:**
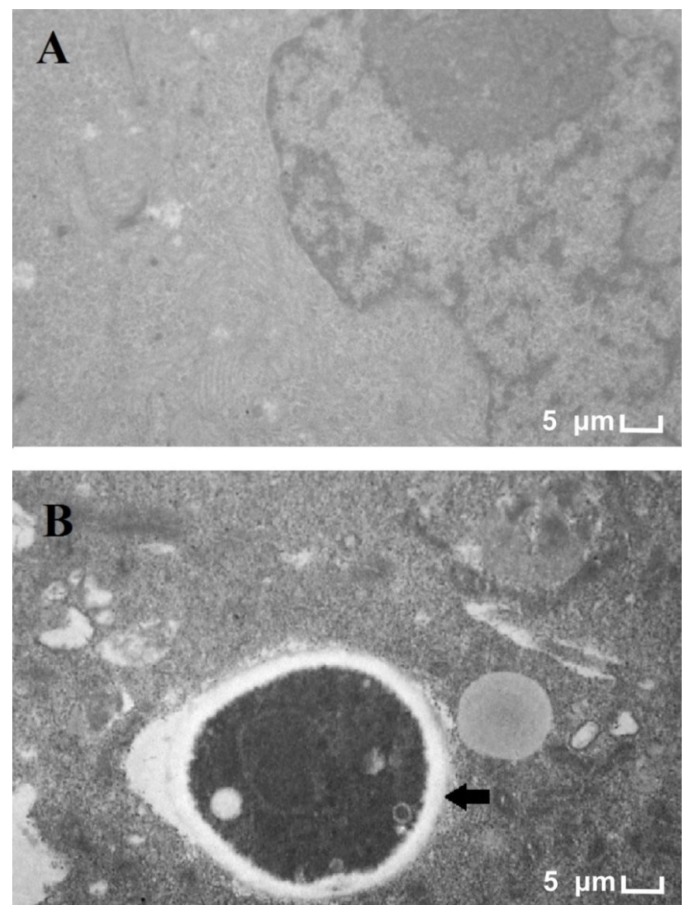
The transmission electron microscopy of the *Trichophyton rubrum*-HaCat co-culture after 24 h. (**A**) Human keratinocytes (HaCat) keratinocyte as the control (14kx); (**B**) Co-culture (14kx). The arrow indicates a fragment of *T. rubrum* hyphae inside the HaCat cells.

**Figure 2:**
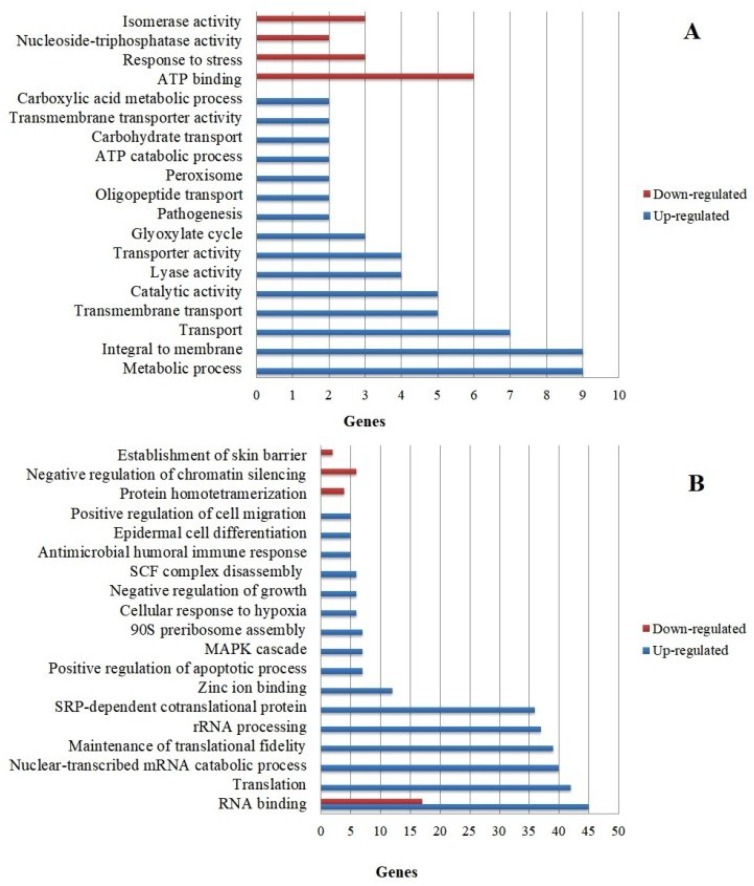
The gene Ontology-based functional categorization of differentially expressed genes. The main representative functional categories (*p* < 0.05) of genes differentially expressed in *T. rubrum* (**A**) and HaCat (**B**).

**Figure 3:**
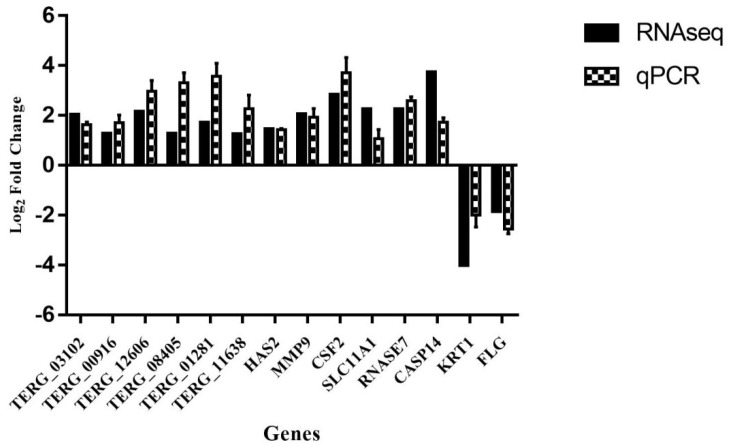
The comparison of gene modulation obtained by RNA-seq and quantitative PCR (qPCR)**.** The error bars represent the standard error of three independent replicates. Pearson’s test indicated a strong correlation between the two techniques (r = 0.80; *p* < 0.01).

**Figure 4:**
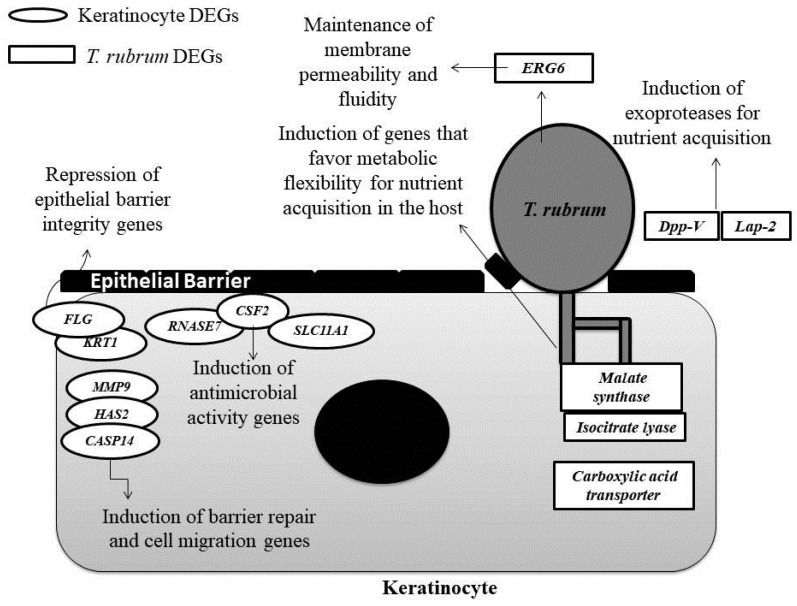
The schematic overview of the *T. rubrum*-keratinocyte interaction. The genes differentially expressed (DEGs) during host-pathogen interaction discussed in this paper are shown.

**Table 1:** The major up- and down-regulated genes in HaCat cells after 24 h of co-culture.

ID	Gene Product Name	Log_2_ Fold Change
*SLC9A2*	Sodium/hydrogen exchanger 2	5.01
*ANGPTL4*	Angiopoietin-related protein 4	4.71
*DES*	Desmin	4.53
*C4orf47*	UPF0602 protein C4orf47	4.51
*KISS1R*	KiSS-1 receptor	4.49
*NSA2*	Ribosome biogenesis protein NSA2 homolog	4.35
*HIST1H3C*	Histone cluster 1 H3 family member c	4.04
*SEC11C*	Signal peptidase complex catalytic subunit	3.87
*KPNA7*	Importin subunit alpha-8	3.83
*CASP14*	Caspase 14	3.74
*SLC2A3*	Facilitated glucose transporter member 3	3.73
*ALDOC*	Fructose-bisphosphate aldolase C	3.70
*MT1B*	Metallothionein-1B	3.62
*SERPINE1*	Plasminogen activator inhibitor 1	3.55
*MAF*	Transcription factor Maf	3.54
*CA9*	Carbonic anhydrase 9	3.36
*TGM2*	Transglutaminase 2	3.35
*PADI1*	Protein-arginine deiminase type-1	3.29
*STC1*	Stanniocalcin 1	3.14
*BNIP3*	BCL2 interacting protein 3	3.08
*LSS*	Lanosterol synthase	3.06
*MT1H*	Metallothionein 1H	3.05
*MT1X*	Metallothionein 1X	2.97
*PLA2G2F*	Group IIF secretory phospholipase A2	2.96
*CALB1*	Calbindin 1	2.93
*POTEM*	Putative POTE ankyrin domain family member M	−5.31
*SNORA51*	Small nucleolar RNA. H/ACA box	−4.90
*ANP32A-IT1*	ANP32A intronic transcript 1	−4.64
*UCKL1*	Uridine-cytidine kinase 1 like 1	−4.50
*FNDC3B*	Fibronectin type III domain containing	−4.37
*KRT1*	Keratin 1	−4.02
*MMP12*	Matrix metallopeptidase 12	−3.22
*NSD1*	Nuclear receptor binding SET domain	−3.06
*CYCSP52*	Cytochrome c. somatic pseudogene	−3.02
*EME2*	Essential meiotic structure-specific endonuclease subunit 2	−3.00
*COL12A1*	Collagen type XII alpha 1 chain	−2.88
*SNORD45A*	Small nucleolar RNA. C/D box	−2.82
*FBXL19-AS1*	FBXL19 antisense RNA 1 (head to head)	−2.80
*TRIM26*	Tripartite motif containing 26	−2.76
*IARS*	Isoleucyl-tRNA synthetase	−2.76
*KIF14*	Kinesin family member 14	−2.74
*MEGF8*	Multiple EGF like domains 8	−2.67
*HNRNPL*	Heterogeneous nuclear ribonucleoprotein	−2.66

**Table 2:** The major up- and down-regulated genes in *T. rubrum* after 24 h of co-culture.

ID	Gene Product Name	Log_2_ Fold Change
*TERG_12606*	Dipeptidyl peptidase V (DPPV)	2.16
*TERG_01280*	Hypothetical protein	2.06
*TERG_03102*	Sterol 24-C-methyltransferase- ERG6	2.05
*TERG_08104*	Potassium/sodium efflux P-type ATPase	1.98
*TERG_01281*	Malate synthase	1.72
*TERG_04399*	Phthalate transporter	1.62
*TERG_00215*	MFS peptide transporter	1.47
*TERG_00348*	Galactose-proton symporter	1.47
*TERG_02811*	Hypothetical protein	1.42
*TERG_12645*	Hypothetical protein	1.40
*TERG_07017*	Oxidoreductase	1.35
*TERG_08333*	1-pyrroline-5-carboxylate dehydrogenase	1.34
*TERG_02671*	Hypothetical protein	1.34
*TERG_02023*	Extracellular matrix protein	1.32
*TERG_08405*	Leucine aminopeptidase 2	1.30
*TERG_00916*	Carboxylic acid transporter	1.29
*TERG_11638*	Isocitrate lyase	1.28
*TERG_04952*	ABC transporter	1.26
*TERG_01406*	Hypothetical protein	−2.91
*TERG_07726*	Hypothetical protein	−2.25
*TERG_03174*	MFS siderochrome iron transporter	−1.99
*TERG_06355*	Hypothetical protein	−1.90
*TERG_07035*	Hypothetical protein	−1.85
*TERG_04156*	Hypothetical protein	−1.77
*TERG_05655*	AN1 zinc finger protein	−1.73
*TERG_01622*	Hypothetical protein	−1.63
*TERG_07477*	Hypothetical protein	−1.57
*TERG_06186*	Protein disulfide-isomerase domain-containing protein	−1.57
*TERG_03708*	Hypothetical protein	−1.53
*TERG_03855*	Hypothetical protein	−1.50
*TERG_00499*	Hypothetical protein	−1.45
*TERG_03175*	Hypothetical protein	−1.45
*TERG_04073*	Glutathione synthetase	−1.41
*TERG_12563*	Hypothetical protein	−1.37
*TERG_08139*	NAD dependent epimerase/dehydratase	−1.34
*TERG_06963*	Hsp90-like protein	−1.33
*TERG_01731*	Hypothetical protein	−1.32
*TERG_04006*	Rho guanyl nucleotide exchange factor	−1.32

**Table 3:** Some functional categories and related genes important for the pathogenesis of *T. rubrum.*

ID	Gene Product Name	Log_2_ Fold Change
**Metabolic process**		
*TERG_03102*	Sterol 24-C-methyltransferase	2.05
*TERG_08104*	Sodium transport ATPase	1.98
*TERG_02811*	Hypothetical protein	1.40
*TERG_08333*	Delta 1-pyrroline-5-carboxylate dehydrogenase	1.34
*TERG_11638*	Isocitrate lyase	1.26
*TERG_01270*	AMP-dependent ligase	1.13
*TERG_07691*	Nonspecific lipid-transfer protein	1.13
*TERG_07222*	Carbonic anhydrase	1.05
**Transmembrane transport**		
*TERG_04399*	Phthalate transporter (MFS transporter)	1.62
*TERG_00348*	Galactose-proton symporter (MFS transporter)	1.42
*TERG_00916*	Carboxylic acid transporter (MFS transporter)	1.28
*TERG_04952*	ABC transporter	1.25
*TERG_04356*	Amino acid permease	1.06
**Pathogenesis**		
*TERG_12606*	Dipeptidyl peptidase V	2.16
*TERG_08405*	Leucine Aminopeptidase 2	1.29
**Glyoxylate cycle**		
*TERG_01281*	Malate synthase	1.72
*TERG_11638*	Isocitrate lyase	1.26
*TERG_11639*	Isocitrate lyase	1.13

**Table 4:** Some functional categories and related genes important for human host defense.

ID	Gene Product Name	Log_2_ Fold Change
**Positive regulation of cell migration**		
*TCAF2*	TRPM8 channel-associated factor 2	2.11
*MMP9*	Matrix metalloproteinase-9	2.06
*LAMC2*	Laminin subunit gamma-2	1.97
*HBEGF*	Proheparin-binding EGF-like growth factor	1.84
*HAS2*	Hyaluronan synthase 2	1.46
**MAPK cascade involved in the innate immune response**		
*CSF2*	Granulocyte-macrophage colony-stimulating factor	2.86
*HBEGF*	Proheparin-binding EGF-like growth factor	1.84
*DUSP5*	Dual specificity protein phosphatase 5	1.57
*PSMB3*	Proteasome subunit beta type-3	1.46
*PPP5C*	Serine/threonine-protein phosphatase 5	1.37
*PSMB2*	Proteasome subunit beta type-2	1.28
*UBB*	Polyubiquitin-B	1.24
**Antimicrobial humoral immune response**		
*SERPINE1*	Plasminogen activator inhibitor 1	3.55
*SLC11A1*	Natural resistance-associated macrophage protein 1	2.28
*RNASE7*	Ribonuclease 7	2.27
*RPS19*	40S ribosomal protein S19	1.66
*RPL30*	60S ribosomal protein L30	1.41
**Epidermal cell differentiation**		
*CASP14*	Caspase-14	3.74
*ALDOC*	Fructose-bisphosphate aldolase C	3.70
*AKR1C1*	Aldo-keto reductase family	2.80
*LAMC2*	Laminin subunit gamma-2	1.97
*PGK1*	Phosphoglycerate kinase 1	1.62
**Establishment of the skin barrier**		
*KRT1*	Keratin type II cytoskeletal 1	−4.02
*FLG*	Filaggrin	−1.86

## Supplementary Materials

The following are available online at http://www.mdpi.com/2073-4425/9/7/362/s1, Figure S1: The distribution of differentially expressed genes after 24 h of co-culture. The red points indicate differentially expressed genes. Table S1: The general features of dual RNA-seq sequences against reference genomes. CBS I, CBS II, CBS III: *T. rubrum* libraries; CO I, CO II, CO III: co-culture libraries; H I, H II, H III: human keratinocyte libraries. The libraries were constructed in triplicate, with I, II and III corresponding to the sample number of each condition. PE: paired-end sequence; SR: single read sequence. Table S2: The complete list of genes differentially expressed in keratinocytes after 24 h of co-culture. Table S3: The complete list of genes differentially expressed in *T. rubrum* after 24 h of co-culture. Table S4: The primers used for qPCR analysis.

## References

[1] Bouchara J.P., Mignon B., Chaturvedi V. (2017). Dermatophytes and dermatophytoses: a thematic overview of state of the art, and the directions for future research and developments. Mycopathologia.

[2] Rodwell G.E., Bayles C.L., Towersey L., Aly R. (2008). The prevalence of dermatophyte infection in patients infected with human immunodeficiency virus. Int. J. Dermatol..

[3] Romano C., Massai L., Asta F., Signorini A.M. (2001). Prevalence of dermatophytic skin and nail infections in diabetic patients. Mycoses.

[4] Aly R. (1994). Ecology and epidemiology of dermatophyte infections. J. Am. Acad. Dermatol..

[5] Havlickova B., Czaika V.A., Fredrich M. (2008). Epidemiological trends in skin mycosis worldwide. Mycosis.

[6] Hube B., Hay R., Brasch J., Veraldi S., Schaller M. (2015). Dermatomycoses and inflammation: The adaptive balance between growth, damage, and survival. J. Mycol. Med..

[7] Achterman R.R., White T.C. (2012). A foot in the door for dermatophyte research. PLoS Pathog..

[8] Wolf T., Kämmer P., Brunke S., Linde J. (2018). Two’s company: Studying interspecies relationships with dual RNA-seq. Curr. Opin. Microbiol..

[9] Aprianto R., Slager J., Holsappel S., Veening J.-W. (2016). Time-resolved dual RNA-seq reveals extensive rewiring of lung epithelial and pneumococcal transcriptomes during early infection. Genome Biol..

[10] Wesolowska-Andersen A., Everman J.L., Davidson R., Rios C., Herrin R., Eng C., Janssen W.J., Liu A.H., Oh S.S., Kumar R. (2017). Dual RNA-seq reveals viral infections in asthmatic children without respiratory illness which are associated with changes in the airway transcriptome. Genome Biol..

[11] Tierney L., Linde J., Müller S., Brunke S., Molina J.C., Hube B., Schöck U., Guthke R., Kuchler K. (2012). An interspecies regulatory network inferred from simultaneous RNA-seq of *Candida albicans* invading innate immune cells. Front. Microbiol..

[12] Meyer F.E., Shuey L.S., Naidoo S., Mamni T., Berger D.K., Myburg A.A., Van den Berg N., Naidoo S. (2016). Dual RNA-sequencing of *Eucalyptus nitens* during *Phytophthora cinnamomi* challenge reveals pathogen and host factors influencing compatibility. Front. Plant Sci..

[13] Komoto T.T., Bitencourt T.A., Silva G., Beleboni R.O., Marins M., Fachin A.L. (2015). Gene expression response of *Trichophyton rubrum* during coculture on keratinocytes exposed to antifungal agents. Evid. Based Complement. Altern. Med..

[14] Santiago K., Bomfim G.F., Criado P.R., Almeida S.R. (2014). Monocyte-derived dendritic cells from patients with dermatophytosis restrict the growth of *Trichophyton rubrum* and induce CD4-T cell activation. PLoS ONE.

[15] Edgar R. (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res..

[16] Langmead B., Salzberg S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[17] Anders S., Huber W. (2010). Differential expression analysis for sequence count data. Genome Biol..

[18] Blake J.A., Harris M.A. (2008). The Gene Ontology (GO) Project: Structured vocabularies for molecular biology and their application to genome and expression analysis. Current Protocols in Bioinformatics.

[19] Gotz S., García-Gómez J.M., Terol J., Williams T.D., Nagaraj S.H., Nueda M.J., Robles M., Talón M., Dopazo J., Conesa A. (2008). High-throughput functional annotation and data mining with the Blast2GO suite. Nucleic Acids Res..

[20] Vêncio R.Z.N., Koide T., Gomes S.L., de Pereira C.A.B. (2006). BayGO: Bayesian analysis of ontology term enrichment in microarray data. BMC Bioinf..

[21] Chen E.Y., Tan C.M., Kou Y., Duan Q., Wang Z., Meirelles G., Clark N.R., Ma’ayan A. (2013). Enrichr: Interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinf..

[22] Kuleshov M.V., Jones M.R., Rouillard A.D., Fernandez N.F., Duan Q., Wang Z., Koplev S., Jenkins S.L., Jagodnik K.M., Lachmann A. (2016). Enrichr: A comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res..

[23] Ma R., Zhang D., Hu P.-C., Li Q., Lin C.-Y. (2015). HOXB7-S3 inhibits the proliferation and invasion of MCF-7 human breast cancer cells. Mol. Med. Rep..

[24] Dai Z., Ma X., Kang H., Gao J., Min W., Guan H., Diao Y., Lu W., Wang X. (2012). Antitumor activity of the selective cyclooxygenase-2 inhibitor, celecoxib, on breast cancer in vitro and in vivo. Cancer Cell Int..

[25] Bitencourt T.A., Komoto T.T., Massaroto B.G., Miranda C.E.S., Beleboni R.O., Marins M., Fachin A.L. (2013). Trans-chalcone and quercetin down-regulate fatty acid synthase gene expression and reduce ergosterol content in the human pathogenic dermatophyte *Trichophyton rubrum*. BMC Complement. Altern. Med..

[26] Jacob T.R., Peres N.T.A., Persinoti G.F., Silva L.G., Mazucato M., Rossi A., Martinez-Rossi N.M. (2012). *Rpb2* is a reliable reference gene for quantitative gene expression analysis in the dermatophyte *Trichophyton rubrum*. Med. Mycol..

[27] Westermann A.J., Barquist L., Vogel J. (2017). Resolving host–pathogen interactions by dual RNA-seq. PLoS Pathog..

[28] Kawahara Y., Oono Y., Kanamori H., Matsumoto T., Itoh T., Minami E. (2012). Simultaneous RNA-seq analysis of a mixed transcriptome of rice and blast fungus interaction. PLoS ONE.

[29] Abadio A.K.R., Kioshima E.S., Teixeira M.M., Martins N.F., Maigret B., Felipe M.S.S. (2011). Comparative genomics allowed the identification of drug targets against human fungal pathogens. BMC Genom..

[30] Baldo A., Monod M., Mathy A., Cambier L., Bagut E.T., Defaweux V., Symoens F., Antoine N., Mignon B. (2012). Mechanisms of skin adherence and invasion by dermatophytes. Mycoses.

[31] Peres N.T.D.A., Maranhão F.C.A., Rossi A., Martinez-Rossi N.M. (2010). Dermatophytes: Host-pathogen interaction and antifungal resistance. An. Bras. Dermatol..

[32] Bitencourt T.A., Macedo C., Franco M.E., Assis A.F., Komoto T.T., Stehling E.G., Beleboni R.O., Malavazi I., Marins M., Fachin A.L. (2016). Transcription profile of *Trichophyton rubrum* conidia grown on keratin reveals the induction of an adhesin-like protein gene with a tandem repeat pattern. BMC Genom..

[33] Monod M., Léchenne B., Jousson O., Grand D., Zaugg C., Stöcklin R., Grouzmann E. (2005). Aminopeptidases and dipeptidyl-peptidases secreted by the dermatophyte *Trichophyton rubrum*. Microbiology.

[34] Leng W., Liu T., Wang J., Li R., Jin Q. (2009). Expression dynamics of secreted protease genes in *Trichophyton rubrum* induced by key host’s proteinaceous components. Med. Mycol..

[35] Azam S.S., Abro A., Raza S., Saroosh A. (2014). Structure and dynamics studies of sterol 24-C-methyltransferase with mechanism based inactivators for the disruption of ergosterol biosynthesis. Mol. Biol. Rep..

[36] Iwaki T., Iefuji H., Hiraga Y., Hosomi A., Morita T., Giga-Hama Y., Takegawa K. (2008). Multiple functions of ergosterol in the fission yeast *Schizosaccharomyces pombe*. Microbiology.

[37] Osborne C.S., Leitner I., Favre B., Neil S., Osborne C.S., Leitner I., Favre B., Ryder N.S. (2005). Amino acid substitution in *Trichophyton rubrum* squalene epoxidase associated with resistance to terbinafine.

[38] Gaber R.F., Copple D.M., Kennedy B.K., Vidal M., Bard M. (1989). The yeast gene *ERG6* is required for normal membrane function but is not essential for biosynthesis of the cell-cycle-sparking sterol. Mol. Cell. Biol..

[39] Mayer F.L., Wilson D., Hube B. (2013). *Candida albicans* pathogenicity mechanisms. Virulence.

[40] Cheah H.L., Lim V., Sandai D. (2014). Inhibitors of the glyoxylate cycle enzyme ICL1 in *Candida albicans* for potential use as antifungal agents. PLoS ONE.

[41] Fleck C.B., Schöbel F., Brock M. (2011). Nutrient acquisition by pathogenic fungi: Nutrient availability, pathway regulation, and differences in substrate utilization. Int. J. Med. Microbiol..

[42] Cantelli B.A.M., Bitencourt T.A., Komoto T.T., Beleboni R.O., Marins M., Fachin A.L. (2017). Caffeic acid and licochalcone A interfere with the glyoxylate cycle of *Trichophyton rubrum*. Biomed. Pharmacother..

[43] Vieira N., Casal M., Johansson B., MacCallum D.M., Brown A.J.P., Paiva S. (2010). Functional specialization and differential regulation of short-chain carboxylic acid transporters in the pathogen *Candida albicans*. Mol. Microbiol..

[44] Lee W.J., Kim J.Y., Song C.H., Jung H.D., Lee S.H., Lee S.J., Kim D.W. (2011). Disruption of barrier function in dermatophytosis and pityriasis versicolor. J. Dermatol..

[45] Brown S.J., Irvine A.D. (2008). Atopic eczema and the filaggrin story. Semin. Cutan. Med. Surg..

[46] McGrath J.A. (2008). Filaggrin and the great epidermal barrier grief. Australas. J. Dermatol..

[47] Jensen J.-M., Pfeiffer S., Akaki T., Schröder J.-M., Kleine M., Neumann C., Proksch E., Brasch J. (2007). Barrier function, epidermal differentiation, and human β-defensin 2 expression in Tinea Corporis. J. Investig. Dermatol..

[48] Roth W., Kumar V., Beer H.-D., Richter M., Wohlenberg C., Reuter U., Thiering S., Staratschek-Jox A., Hofmann A., Kreusch F. (2012). Keratin 1 maintains skin integrity and participates in an inflammatory network in skin through interleukin-18. J. Cell Sci..

[49] Parks W., Wilson C., López-Boado Y. (2004). Matrix metalloproteinases as modulators of inflammation and innate immunity. Nat. Rev. Immunol..

[50] Purwar R., Kraus M., Werfel T., Wittmann M. (2008). Modulation of keratinocyte-derived MMP-9 by IL-13: A possible role for the pathogenesis of epidermal inflammation. J. Investig. Dermatol..

[51] Hvid M., Johansen C., Deleuran B., Kemp K., Deleuran M., Vestergaard C. (2011). Regulation of caspase 14 expression in keratinocytes by inflammatory cytokines—A possible link between reduced skin barrier function and inflammation?. Exp. Dermatol..

[52] Gkegkes I.D., Aroni K., Agrogiannis G., Patsouris E.S., Konstantinidou A.E. (2013). Expression of caspase-14 and keratin-19 in the human epidermis and appendages during fetal skin development. Arch. Dermatol. Res..

[53] Lippens S., Kockx M., Knaapen M., Mortier L., Polakowska R., Verheyen A., Garmyn M., Zwijsen A., Formstecher P., Huylebroeck D. (2000). Epidermal differentiation does not involve the pro-apoptotic executioner caspases, but is associated with caspase-14 induction and processing. Cell Death Differ..

[54] Denecker G., Hoste E., Gilbert B., Hochepied T., Ovaere P., Lippens S., Van den Broecke C., Van Damme P., D’Herde K., Hachem J.-P. (2007). Caspase-14 protects against epidermal UVB photodamage and water loss. Nat. Cell Biol..

[55] Ratzinger G., Stoitzner P., Ebner S., Lutz M.B., Layton G.T., Rainer C., Senior R.M., Shipley J.M., Fritsch P., Schuler G. (2002). Matrix metalloproteinases 9 and 2 are necessary for the migration of langerhans cells and dermal dendritic cells from human and murine skin. J. Immunol..

[56] Visse R., Nagase H. (2003). Matrix metalloproteinases and tissue inhibitors of metalloproteinases: Structure, function, and biochemistry. Circ. Res..

[57] Lee S., Zheng M., Kim B., Rouse B.T. (2002). Role of matrix metalloproteinase-9 in angiogenesis caused by ocular infection with herpes simplex virus. J. Clin. Investig..

[58] Campos T.M., Passos S.T., Novais F.O., Beiting D.P., Costa R.S., Queiroz A., Mosser D., Scott P., Carvalho E.M., Carvalho L.P. (2014). Matrix metalloproteinase 9 production by monocytes is enhanced by TNF and participates in the pathology of human Cutaneous Leishmaniasis. PLoS Negl. Trop. Dis..

[59] Murphy G., Nagase H. (2009). Progress in matrix metalloproteinase research. Mol. Aspects Med..

[60] Jiang D., Liang J., Noble P.W. (2007). Hyaluronan in tissue injury and repair. Annu. Rev. Cell Dev. Biol..

[61] Sakai A., Akifusa S., Itano N., Kimata K., Kawamura T., Koseki T., Takehara T., Nishihara T. (2007). Potential role of high molecular weight hyaluronan in the anti-*Candida* activity of human oral epithelial cells. Med. Mycol..

[62] Becknell B., Spencer J.D. (2016). A Review of ribonuclease 7’s structure, regulation, and contributions to host defense. Int. J. Mol. Sci..

[63] Harder J., Schröder J.M. (2002). RNase 7, a novel innate immune defense antimicrobial protein of healthy human skin. J. Biol. Chem..

[64] Fritz P., Beck-Jendroschek V., Brasch J. (2012). Inhibition of dermatophytes by the antimicrobial peptides human β-defensin-2, ribonuclease 7 and psoriasin. Med. Mycol..

[65] Mehra T., Köberle M., Braunsdorf C., Mailänder-Sanchez D., Borelli C., Schaller M. (2012). Alternative approaches to antifungal therapies. Exp. Dermatol..

[66] Hubel K., Dale D.C., Liles W.C. (2002). Therapeutic use of cytokines to modulate phagocyte function for the treatment of infectious diseases: Current status of granulocyte colony-stimulating factor, granulocyte-macrophage colony-stimulating factor, macrophage colony-stimulating factor, and interferon-gamma. J. Infect. Dis..

[67] Shi Y., Liu C.H., Roberts A.I., Das J., Xu G., Ren G., Zhang Y., Zhang L., Yuan Z.R., Tan H.S.W. (2006). Granulocyte-macrophage colony-stimulating factor (GM-CSF) and T-cell responses: What we do and don’t know. Cell Res..

[68] Liehl E., Hildebrandt J., Lam C., Mayer P. (1994). Prediction of the role of granulocyte-macrophage colony-stimulating factor in animals and man from in vitro results. Eur. J. Clin. Microbiol. Infect. Dis..

[69] Bodey G.P., Anaissie E., Gutterman J., Vadhan-Raj S. (1994). Role of granulocyte-macrophage colony-stimulating factor as adjuvant treatment in neutropenic patients with bacterial and fungal infection. Eur. J. Clin. Microbiol. Infect. Dis..

[70] Hamilton J.A. (2002). GM-CSF in inflammation and autoimmunity. Trends Immunol..

[71] Rademacher F., Simanski M., Harder J. (2016). RNase 7 in cutaneous defense. Int. J. Mol. Sci..

[72] Nairz M., Fritsche G., Crouch M.L.V., Barton H.C., Fang F.C., Weiss G. (2009). Slc11a1 limits intracellular growth of *Salmonella enterica* sv. Typhimurium by promoting macrophage immune effector functions and impairing bacterial iron acquisition. Cell. Microbiol..

[73] Stober C.B., Brode S., White J.K., Popoff J.-F., Blackwell J.M. (2007). Slc11a1, formerly Nramp1, is expressed in dendritic cells and influences major histocompatibility complex class II expression and antigen-presenting cell function. Infect. Immun..

[74] Noronha S.A., Noronha S.M., Lanziani L.E., Ferreira L.M., Gragnani A. (2014). Innate and adaptive immunity gene expression of human keratinocytes cultured of severe burn injury. Acta Cir. Bras..

[75] Blackwell J.M., Searle S., Goswami T., Miller E.N. (2000). Understanding the multiple functions of Nrampl. Microbes Infect..

[76] Blackwell J.M., Goswami T., Evans C.A.W., Sibthorpe D., Papo N., White J.K., Searle S., Miller E.N., Peacock C.S., Mohammed H. (2001). SLC11A1 (formerly NRAMP1) and disease resistance. Cell. Microbiol..

How the deposited data were processed for this re-analysis (not part of the article)

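RNA from HaCat keratinocytes grown with *T. rubrum* conidia for 24 h (co-culture), from the keratinocytes alone (HaCat control) and from the conidia alone (*T. rubrum* control) was sequenced, with 3 libraries per group. The authors filtered the reads for quality, aligned them to the human genome hg19 and to the *T. rubrum* genome, and counted them per gene with summarizeOverlaps. The deposited counts are whole numbers per gene and library, without normalization, for 26334 human and 8616 *T. rubrum* genes. The paper's methods also describe a normalization by library size, which these counts do not include. The authors' own DESeq comparison was deposited for each organism, with mean normalized counts (base means), the ratio of the group means as a fold change, its log2 value, a p-value and an adjusted p-value. The gene annotation, the rule for reads that align to several places and the sequencing mode of each library are not given in the sources used here. The paper's supplementary Table S1, whose legend has abbreviations for paired-end and single reads, was not used here. The counts of all 9 libraries were used, and 0 columns with values per library were left unused. The authors' base means rest on the controls and on co-culture 2 and 3, and co-culture 1 has no weight in them.

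Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Human and fungal genes were fitted apart, each with its own library totals. Genes were kept by filterByExpr, scaled by TMM and tested between co-culture and control with glmQLFit and glmQLFTest, edgeR's quasi-likelihood test. The p-values were adjusted by the Benjamini-Hochberg method, and a DEG had an FDR under 0.05 and a log2 fold change of at least 1 in either direction. Standard errors of log2 fold changes are those of the fit. CPM values are TMM-normalized, and logarithms of CPM used a prior count of 2. Fits over all 6 libraries of an organism were fixed before the data were examined, and the same fits over the 5 libraries behind the authors' comparison were added afterwards. The tests were tested on simulated data with known changes before use. Random steps used the seed 7.

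Total counts per library ranged from 6774707 to 29939249 in human genes and from 578131 to 75924985 in fungal genes, with the lowest fungal totals in co-culture. Shares of counts have exact Clopper-Pearson intervals at 95%, which cover counting error only, since reads are not independent molecules. Genes with a count were tallied per library, over any and over every library of a group, at minimums of 1, 5 and 10 counts.

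For keratinocytes 8 gene lists were tested with limma camera at a preset correlation of 0.01 on log2 CPM, two-sided, with Benjamini-Hochberg adjustment over the 8. These are ribosomal proteins, late keratinocyte differentiation, inflammatory and antimicrobial genes, cholesterol biosynthesis, HIF targets, metallothioneins, interferon response and cell cycle. Human coordinates, transcript lengths and named processed pseudogenes are from GENCODE release 44 on GRCh37, and 22488 of the 26334 symbols in the counts matched it by name. The neighbouring genes of *T. rubrum* are from the ASM15142v1 assembly, and no coordinates are given for this organism, as the authors' text does not name the annotation release.

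Alternatives to the fits were DESeq2, edgeR's exact test, limma voom, RLE and upper-quartile factors, library size only, TMM factors without the ribosomal list, no filter, at least 10 counts in every library, an unadjusted p, no fold change limit, glmTreat against a fold change of 2, the replicate number as a block, control counts thinned to the co-culture depth, and each library left out in turn. Where this left a group with 1 library, that library was assumed to vary like the others. For the lists, fry, the estimated correlation and the lists without genes of Tables 1 and 4 were used. The library set by depth as a term was added after seeing the data. The qPCR measurements and the functional categories of the paper were not analysed here.

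Genes named one by one were chosen by a rule written with the values of the paper's tables already seen. They are the 15 genes that the paper discusses with a log2 fold change, up to 10 genes per organism of the tables that were not DEGs or went the other way (those of highest FDR), up to 5 DEGs per organism and direction outside the tables with groups that do not overlap (those of lowest FDR), and up to 6 DEGs per gene list. Of the DEGs outside the tables, 1 that met the rule is not reported here, and no other gene took its place. Genes of the tables whose printed value differs from the one found here, the 5 genes with too few counts to be tested, and *SLC11A1* and *HNRNPL* among the genes that were not DEGs are named outside this rule, after their values were seen.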

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

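The tests with the library set by depth as a term, the comparisons within each set, the test of HIF members outside glycolysis and the sum over the metallothionein family were chosen only after the results were seen.

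The cholesterol biosynthesis list stood out because it moved as a set and the paper discusses no change in this pathway, although its Table 1 lists 1 member as up-regulated. Without that gene the median was 1.00 (adjusted p = 8.77e-05, limma camera). Of 16 members tested, 14 were higher in co-culture, with a median log2 difference of 1.05 (adjusted p = 4.05e-05 over 8 lists, limma camera). It passed fry as well (adjusted p = 8.00e-04) but not camera with the correlation estimated from the data (adjusted p = 0.232). *MVD*, *IDI1*, *HSD17B7*, *EBP*, *MSMO1* and *INSIG1* were the members of lowest adjusted p, with log2 fold changes of 1.64, 1.49, 1.33, 1.20, 1.10 and 1.87. *MSMO1* fell to 0.93 when scaled by library size only, and *INSIG1* was not a DEG without HaCat control 2, HaCat control 3 or co-culture 3 (adjusted p of 0.0546, 0.0613 and 0.0558, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The median was 0.95 with the library set as a term. Within the shallower libraries it was 0.84 and within the deeper ones 0.97, each with 14 of 16 genes higher, so the difference in library set does not account for the list. A change in sterol synthesis of the keratinocytes in the presence of the fungus may be proposed as a hypothesis only, because gene length and shared reads were not tested for this list.

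The list of HIF targets had 23 of 25 members higher, with a median log2 difference of 1.25 (adjusted p = 9.90e-05, limma camera). It did not pass fry (adjusted p = 0.111) or the estimated correlation (adjusted p = 0.395). Table 1 or 4 holds 6 members, and without the genes of these tables the median was 0.68 (adjusted p = 0.00446, limma camera). The median was 1.74 without co-culture 1 and 0.86 without co-culture 2. *ANGPTL4*, *ALDOC*, *SLC2A3*, *CA9*, *BNIP3* and *BNIP3L* had log2 fold changes of 4.20, 3.29, 3.26, 2.90, 2.64 and 1.70. Without HaCat control 3 or co-culture 3, *BNIP3*, *BNIP3L* and *CA9* were not DEGs, and without HaCat control 2 neither were *BNIP3* and *CA9*. *BNIP3* has 42 named processed pseudogenes, so its count is uncertain. Reads from fungal glycolytic genes counted on their human relatives do not account for the list, since the 15 members outside glycolysis had a median of 1.09 with the library set as a term, with 14 of them higher. How much the library set adds to this list is not settled. With the set as a term the median was 1.07, with 21 of 25 members higher. Camera then passed, but fry did not (adjusted p = 0.180). The median was 1.59 within the shallower and 0.28 within the deeper libraries, with 22 and 16 of 25 members higher. The set as the whole cause would bring HaCat control 1 level with co-culture 2 and 3. Its median log2 CPM was 5.24, against 7.74 and 7.54 there and 5.63 and 5.61 in HaCat control 2 and 3. These values argue against the set as the whole cause, although HaCat control 1 and co-culture 1 are single libraries in their sets. Lower oxygen or a change in glucose use in co-culture may also contribute, and neither was tested.

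All 7 metallothionein genes tested were higher in co-culture, with a median log2 difference of 1.84 (adjusted p = 0.0240, limma camera), and 1.37 without the genes of Tables 1 and 4. The list passed neither fry (adjusted p = 0.111) nor the estimated correlation (adjusted p = 0.395). *MT1X*, *MT2A* and *MT1E* were DEGs, with log2 fold changes of 2.49, 1.88 and 1.02. None of these was a DEG without HaCat control 2 or 3 or without co-culture 2 or 3, with adjusted p between 0.0505 and 0.136 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *MT1E* fell to 0.78 with the library set as a term and to 0.84 when scaled by library size only. These genes are close paralogs, so counts of single members are uncertain, but a division of reads among them does not explain the rise. The summed CPM of the family was 823, 473 and 402 in HaCat control 1, 2 and 3 and 942, 2290 and 2396 in co-culture 1, 2 and 3. The log2 ratio of these sums was 1.51 within the shallower and 1.11 within the deeper libraries. Single genes were less even, with a median of 1.47 within the shallower libraries (7 of 7 higher) but 0.77 within the deeper ones (5 of 7), where the median log2 CPM was 2.07 in co-culture 1 and 1.98 and 1.01 in HaCat control 2 and 3. The list had a median of 0.98 with the library set as a term, so the set accounts for part of the difference and not for all of it. A response of the keratinocytes to metal ions or stress stays open as an untested explanation.

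Interferon response genes went down, with 14 of 16 lower in co-culture and a median log2 difference of -0.81 (adjusted p = 6.36e-04, limma camera). The call did not hold under fry (adjusted p = 0.0737) or the estimated correlation (adjusted p = 0.395). *HERC5*, *RSAD2* and *OASL* were DEGs, at -1.71, -1.53 and -1.21. *OASL* and *RSAD2* were not DEGs without HaCat control 2 or 3 or without co-culture 2 or 3. With the library set as a term the median was -0.68, which counts against the set as the whole cause. The shift was smaller within the shallower libraries (-0.29) than within the deeper ones (-0.96), a difference that was not tested, and without HaCat control 1 the median was -1.13. No member of this list is in the paper's tables. Lower interferon signalling in co-culture may be considered a hypothesis, as gene length and shared reads were not tested for this list.

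Cell cycle genes were lower as well, 18 of 20 of them, with a median log2 difference of -0.54 (adjusted p = 1.11e-05, limma camera), and fry passed too (adjusted p = 0.00851), though not the estimated correlation (adjusted p = 0.395). The DEGs were *KIF14* (-2.16, in Table 1), *MKI67* (-1.93), *MCM3* (-1.31), *FOXM1* (-1.18) and *CENPF* (-1.02). *FOXM1* was not a DEG without HaCat control 1, 2 or 3 or without co-culture 2 or 3, and DESeq2 did not call it. *CENPF* fell to -0.96 with the library set as a term and to -0.95 without HaCat control 1, and was not a DEG without any other library except co-culture 1. The median with the library set as a term was -0.51, with all 20 members lower, and within the shallower and deeper libraries it was -0.73 and -0.41. The library set is therefore no sufficient explanation. Fewer dividing keratinocytes at 24 h of co-culture, from the fungus itself or from the use of the medium by it, may be considered, and cell numbers are not among the data used here.

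Among DEGs in none of Tables 1 to 4, those of lowest adjusted p with every co-culture library on the same side of every control included *FGFBP1*, *CYP1A1*, *MVD*, *IER3* and *IDI1*, higher in co-culture, and *C1RL-AS1*, *ANKRD36BP1*, *BIRC3* and *UBXN7*, lower in co-culture. Their log2 fold changes were 1.75 for *FGFBP1*, 1.73 for *CYP1A1*, 1.64 for *MVD*, 1.57 for *IER3*, 1.49 for *IDI1*, -2.02 for *C1RL-AS1*, -1.57 for *ANKRD36BP1*, -1.18 for *BIRC3* and -1.03 for *UBXN7*, over 6 libraries (adjusted p from 0.00109 to 0.00329, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Each of these kept its direction and stayed a DEG with the library set as a term. *UBXN7* fell under the fold change limit without co-culture 3 (-0.97). *ANKRD36BP1* is a pseudogene related to other *ANKRD36* genes, so its count is uncertain. Depth and the library set are thus not needed to explain these differences, and gene length and reads shared with related genes were not tested one by one. No *T. rubrum* gene met the same rule, since edgeR's quasi-likelihood test called 0 over 6 libraries, with 321 at an unadjusted p under 0.05 and the fold change limit, 167 by DESeq2, 234 by edgeR's exact test and 0 by limma voom. A response of the keratinocytes to the fungus may explain the differences, as a hypothesis.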

How the results depend on the processing

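The fit without co-culture 1 was set beforehand, as 1 of the fits with a library left out. Its use as the base of further fits over the 5 libraries was chosen only after the results were seen. The same holds for the fits with the library set by depth as a term, and for this term with fry or with camera's estimated correlation.

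Over 6 libraries 906 human genes were DEGs. The count was 536 with at least 10 counts in every library, where fewer genes were tested, 8 against a fold change of 2 (glmTreat) and 2855 without the fold change limit, as these limits imply. Of the 1358 DEGs over the 5 libraries, glmTreat left 135, and no fold change limit gave 3964. With 1 library left out the count over 6 went from 318 (without HaCat control 3) to 1358 (without co-culture 1). Over 5 it went from 688 (without co-culture 3) to 2043 (without HaCat control 1). In the fit that gave 2043, library set and culture coincide, so that count cannot separate them. The cause of the other changes was not tested. Under DESeq2, the exact test, limma voom, other scalings, no filter, TMM factors without the ribosomal list, the unadjusted p and, over 6 libraries, the library set as a term, the human counts stayed within 1.5 times the reported ones. Scaling by library size only moved the median log2 fold change of all human genes to -0.17 over 6 libraries and -0.22 over 5, and no filter on low counts moved it to -0.11 and -0.22, so changes under these settings are relative to that shift. The balance of directions moved with the scaling. Over 6 libraries 338 DEGs were up-regulated and 568 down-regulated, against 211 and 809 by library size only and 257 and 677 by upper-quartile factors, and over 5 libraries 546 and 812 against 344 and 1238, and 464 and 953.

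For *T. rubrum*, edgeR's quasi-likelihood test called 0 genes over 6 libraries, limma voom 0, DESeq2 167, the exact test 234 and the unadjusted p with the same fold change 321. Leaving out 1 library gave 0 to 157, with 157 only without co-culture 1. Over the 5 libraries, with 157 DEGs, the count was 12 by glmTreat, 81 by limma voom, 560 without the fold change limit and 295 by the unadjusted p. It went from 49 (without co-culture 2) to 257 (without *T. rubrum* control 1) with 1 library left out. Of the 14 genes chosen for qPCR, 6 were DEGs over 6 libraries, 13 by DESeq2, 13 by the exact test, 13 by the unadjusted p and 1 by glmTreat, and 5 to 14 with 1 library left out. All 14 were DEGs over the 5 libraries, with 6 by glmTreat and 10 to 14 with 1 left out. In Table 2, 0 genes were DEGs over 6 libraries by edgeR, 33 had an unadjusted p under 0.05, DESeq2 called 29 and edgeR without co-culture 1 called 35. In Table 3 edgeR called 0, 14 had an unadjusted p under 0.05, DESeq2 called 14 and edgeR without co-culture 1 called 17. Apart from what the limits themselves imply, the cause was not tested.

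Of the 8 gene lists, 7 passed camera with its preset correlation. With the correlation estimated from the data 0 passed, at unchanged medians of -0.54 (cell cycle), 1.05 (cholesterol biosynthesis), 1.25 (HIF targets), 0.41 (inflammatory and antimicrobial), -0.81 (interferon response), 1.84 (metallothioneins) and 1.03 (ribosomal proteins). Under fry 3 passed, and HIF targets (1.25), interferon response (-0.81), metallothioneins (1.84) and ribosomal proteins (1.03) did not. Without the genes of Tables 1 and 4 the inflammatory list, at 0.40, did not pass. When the library set was a term, camera passed 7, and fry passed all but HIF targets (1.07), late keratinocyte differentiation included (0.20). That term with the estimated correlation left 0, at medians of -0.51 (cell cycle), 0.95 (cholesterol biosynthesis), 1.07 (HIF targets), 0.46 (inflammatory and antimicrobial), -0.68 (interferon response), 0.98 (metallothioneins) and 0.62 (ribosomal proteins). With 1 library left out 6 or 7 lists passed, and the inflammatory list had a median of 0.33 to 0.59, without a pass when HaCat control 1 or co-culture 1 was left out. The cause was not tested.

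The share of *T. rubrum* genes with a count in any co-culture library was 99.3%, 93.9% at a minimum of 5 counts and 88.2% at 10, as the stricter minimum implies. In the *T. rubrum* controls it was 99.9%, and 99.4% after thinning to the co-culture depth. The mean fungal share of counts in co-culture was 13.2%, and 13.2% without the genes of highest count. It was 18.6% without co-culture 1, 8.24% without co-culture 2 and 12.7% without co-culture 3.

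Over 6 libraries 5 human genes of the tables changed sign. The log2 fold change with the library set as a term was 0.41 for *CYCSP52*, *UBB* -0.52, *PSMB2* -0.028, *PPP5C* -0.46 and *PSMB3* -0.19. Under limma voom *UBB* was -0.99 and *PPP5C* -1.04. With 1 library left out *CYCSP52* went from -3.06 to 0.27, and was above 0 without HaCat control 2, HaCat control 3, co-culture 2 or co-culture 3. The cause was not tested. For the 55 human genes named over 6 libraries, 937 of 1082 values kept direction and call, 122 kept the direction but not the call, 12 gained a call and 11 changed sign. For the 17 *T. rubrum* genes 281 of 321 kept both and 40 gained a call. From the 5 libraries, 845 of 952 human values and 272 of 306 fungal values kept both, 75 and 24 lost the call, 32 and 10 gained it, and 0 changed sign.

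Whether the replicate numbers pair the libraries was not settled. In fungal genes the deviations of the control and co-culture library of the same number from their group means had correlations across genes of -0.00683, 0.190 and -0.147. Those in human genes (-0.538, -0.306 and -0.325) say nothing on this, because control and co-culture of each number lie in opposite sets by depth. With the replicate block the human count was 508 over 6 libraries and 1970 over 5, and the fungal count over 5 was 256. Over the 5, the control with the number of the left-out co-culture library has no partner. It therefore adds nothing to the comparison within blocks. In human genes this leaves deeper controls against shallower co-culture libraries, so library set and culture coincide. The 1970 cannot separate them and says nothing on pairing. The cause of the changes to 508 and 256 was not tested.

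The co-culture libraries had 578131 to 2059270 fungal counts. Between co-culture 2 and 3, chi-square per gene was 3.70 in human and 1.89 in fungal genes, where sampling alone gives 1, and between all other libraries of a group it was 4.72 to 108. In data simulated at these depths, with a dispersion of 0.05 and 200 genes changed by a log2 fold change of 2, the quasi-likelihood test found 198 human genes (7 others called) and 199 fungal genes (8 others called) over 6 libraries. The simulated libraries shared the control profile and had neither a library set nor a library apart like co-culture 1. They therefore do not show what the test can find in the real 6 libraries, where it called 0 fungal genes.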

Differences from the paper's values

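The paper's number of differentially expressed HaCat genes is 353, and edgeR's quasi-likelihood test over 6 libraries gave 906. Co-culture 1 has no weight in the authors' comparison, and the fit without it gave 1358, further from the paper's number. Of 19 alternatives set before the data were examined, 5 came within 1.5 times the paper's number, namely the replicate block (508) and the fits without HaCat control 2 (485), without HaCat control 3 (318), without co-culture 2 (480) and without co-culture 3 (358), and the others did not. The paper's number for *T. rubrum* is 70, and the same test gave 0 over 6 libraries, with 321 at an unadjusted p under 0.05 and the same fold change, 167 by DESeq2, 234 by the exact test and 0 by limma voom. None of the 19 alternatives came within 1.5 times this number, the fit without co-culture 1 (157 DEGs) included. From the 5 libraries, a choice made after seeing the values, limma voom (81), the fit without co-culture 2 (49) and that without co-culture 3 (79) did, and they drop 23, 42 and 21 of the 70 genes that the authors' table calls.

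In Table 1 the paper's log2 fold change of *POTEM* is -5.31, and the value over 6 libraries was -1.91. The paper's value and that over 6 libraries were -4.90 and -2.86 for *SNORA51*, -4.64 and -3.01 for *ANP32A-IT1*, -4.50 and -1.99 for *UCKL1*, and -4.37 and -2.20 for *FNDC3B*. For *KRT1* the paper's is -4.02 and the one found here -0.97. The paper's -3.06 for *NSD1* stands against -2.11, the paper's -3.02 for *CYCSP52* against -0.18, the paper's -3.00 for *EME2* against -2.11, and the paper's -2.88 for *COL12A1* against -2.30. For *FBXL19-AS1* the paper gives -2.80 and 6 libraries gave -1.82, for *TRIM26* the paper gives -2.76 against -1.48, for *IARS* -2.76 against -2.17, and for *KIF14* -2.74 against -2.16. For each of these genes, of the alternatives set before the data were examined only the fit without co-culture 1 closed the difference. For *SNORD45A* (the paper's -2.82, here -2.30) DESeq2 and the fit without co-culture 1 did, and for *HNRNPL* (the paper's -2.66, here -1.84) DESeq2, the replicate block and the fit without co-culture 1 did, and the others did not.

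In Table 4 the paper's value for *HAS2* is 1.46, and 6 libraries gave 1.67. At least 10 counts in every library, library size only, upper-quartile factors, and the fits without HaCat control 2, HaCat control 3 or co-culture 1 closed this difference, and the others did not. In its text the paper gives 1.46 for *MMP9*, where 6 libraries gave 1.89, and none of the alternatives set before the data were examined closed this difference. Table 4 of the paper and the table of the authors' comparison both give 2.06 for *MMP9*, which 1.89 did not differ from by more than the error. The 1.46 of the paper's text thus differs from the paper's own table, and it equals the value printed for *HAS2*.

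In Table 2 the paper's log2 fold changes and those over 6 libraries were 2.16 and 2.50 for TERG_12606, 1.47 and 1.15 for TERG_00348, 1.40 and 1.05 for TERG_12645, 1.34 and 1.58 for TERG_08333, 1.30 and 2.14 for TERG_08405, -2.91 and -2.29 for TERG_01406, -1.99 and -1.07 for TERG_03174, -1.41 and -0.91 for TERG_04073, and -1.33 and -0.65 for TERG_06963, the paper's value first. In Table 3 the paper gives 1.29 for TERG_08405, again against 2.14. Of the alternatives set before the data were examined, the fit without co-culture 1 closed all of these differences. For TERG_12606 limma voom and the fits without each *T. rubrum* control did so as well. DESeq2, library size only and the fits without *T. rubrum* control 1 or 3 did for TERG_00348, and for TERG_12645 DESeq2, library size only, thinned controls and the fits without *T. rubrum* control 1 or 2. For TERG_08333 DESeq2, at least 10 counts in every library, limma voom and the fits without *T. rubrum* control 2 or 3 did. Limma voom also closed the difference for TERG_08405 in Table 2 and for TERG_03174, and with the fits without *T. rubrum* control 2 or 3 for TERG_01406. Those 2 fits did so for TERG_04073 and TERG_06963. No other alternative closed any of these.

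Of 57 human values of the paper, 18 differed over 6 libraries and 0 had the opposite sign, and without co-culture 1 there was 1 that differed. Of 49 fungal values 10 differed, 0 with the opposite sign, and without co-culture 1 there were 0.

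The paper lists 21 human genes in Tables 1 and 4 and 43 fungal genes in Tables 2 and 3 that were not DEGs over 6 libraries by edgeR's quasi-likelihood test. Of the 43, DESeq2 and the exact test over 6 libraries each called 32, 36 had an unadjusted p under 0.05 with the fold change, and the fit without co-culture 1 called 40. Every other setting over 6 libraries called 0 of them. Over the 5 libraries, a choice made after seeing the values, the exact test and the unadjusted p reached all 43, limma voom 33, glmTreat 9, the fits without co-culture 2 or 3 called 23 and 35, and the remaining settings 38 to 41. Of the 21 human genes, the fit without co-culture 1 called 10, no filter 9, the unadjusted p 6, the fit without HaCat control 1 called 6, DESeq2 and the exact test 5 each, and library size only, limma voom and the fit without HaCat control 3 called 1 each, over 6 libraries. The library set as a term, chosen after seeing the values, called 6. The others called 0. *SLC11A1* was called by DESeq2, the exact test, the unadjusted p, no filter and the fit without co-culture 1. *KISS1R* and *NSA2* were called only without a filter, and *SEC11C* only without a filter over the 5 libraries. *UBB*, *PPP5C* and *PSMB3* were called only over the 5 libraries, by limma voom, the replicate block or without HaCat control 1. With that block, or without that control, library set and culture coincide among the human libraries compared. *KRT1*, which the paper reports as repressed, was a DEG in the fit without co-culture 1 and in no other fit over 6 libraries. The fit over the 5 libraries calls 291 of the 369 human genes and 64 of the 70 fungal genes that the authors' table calls.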

Other observations

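The tests of the library set, of the composition of the libraries, of pseudogenes and a mislabelled sample in the human libraries, of co-culture 1 and of *KRT1* were chosen only after the results were seen.

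Other divisions of the 6 libraries into 3 and 3 were compared with co-culture against control. Of 10 such divisions of the human libraries, 1 gave as many DEGs as the real one (906), which was the real one itself. The division into shallower and deeper libraries gave 333 DEGs by edgeR's quasi-likelihood test (622 at an unadjusted p under 0.05), and each of the others gave 0, with 14 to 96 at an unadjusted p under 0.05. The real comparison gave 917 DEGs with the library set as a term. For the gene lists, again 1 of 10 divisions passed as many lists as the real one, with 7 lists, where the others passed 0 to 5. For *T. rubrum*, 10 of 10 divisions gave as many DEGs as the real one, because the quasi-likelihood test called 0 in every division. DESeq2 called 167 in the real one, edgeR's exact test 234 and limma voom 0, and at an unadjusted p under 0.05 there were 321, against 9 to 59 in the others. With 3 libraries per group the share of divisions cannot fall below 10%, so the divisions alone cannot exclude chance for any of these counts.

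The human libraries divide by depth in both groups. Across the 10186 genes tested, the log2 difference between shallower and deeper libraries in the controls had a Pearson correlation of 0.538 (Spearman 0.181) with that in co-culture, and the common dispersion fell from 0.0448 to 0.0129 with the library set as a term. Genes are not independent replicates. Transcript length took a share of 0.00685 of the variance of the difference (R squared) and GC content 0.00191, over the 9120 genes (89.5%) with a value, so neither explains it. After every library was thinned to the smallest total the correlation was 0.550, which counts against depth itself. A swap of HaCat control 1 and co-culture 1 would leave the co-culture effects within the shallower and within the deeper libraries uncorrelated, and their correlation was 0.589. Reads shared with pseudogenes are a candidate explanation. The 166 processed pseudogenes tested lay lower in the shallower libraries than genes without one, by a median of -0.62, and the 1047 genes outside the ribosomal list with a named pseudogene lay higher, by 0.11 (permutation p = 0.0001 each, the smallest the permutations can give). Those with at least 5 named pseudogenes lay higher by 0.18, but those with at least 20, only 16 genes, by 0.05. Processed pseudogenes took 14578, 15621 and 16284 CPM, without TMM factors, in the shallower libraries and 22819 to 23682 in the deeper ones. Reads of a different length or mode, which align to the gene rather than to its pseudogene at a different rate, could give such a pattern, and the mode of each library was not used here. Whether shared reads are the whole cause cannot be told apart from other causes, because the difference was also shared by the groups across the 7837 genes with no named pseudogene (correlation 0.376), and unnamed pseudogenes and paralogs would leave that too.

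Ribosomal protein genes were higher in co-culture by a median of 1.03, and the library set took part of this. With the set as a term the median was 0.62 (adjusted p = 7.87e-10 by limma camera and 0.00564 by fry, but 0.297 with the estimated correlation), so the set is not the whole cause. Of 10000 lists of other genes matched on transcript length and expression, a share of 0 had a median as high. The middle value of their medians was 0.24 and the 95th percentile 0.34. A share of 0 was also found among 10000 lists of other genes with named pseudogenes, matched on expression and on the number of pseudogenes. Here the middle value was 0.21 and the 95th percentile 0.31, so the matched genes rose too, by less than the ribosomal list. The matching was close but not complete, with a median of 9 named pseudogenes in the matched lists and 13 in the ribosomal list. A shift from the composition of the libraries would move every gene alike, and with the set as a term the list lay 0.63 above the median of all genes tested. TMM scaling holds that median near 0 (-0.011), so this value restates the 0.62 of the list and is no separate test. The library set, transcript length and named pseudogenes may each take part of the difference, but none of them accounts for all of it. A rise in ribosomal protein transcripts in co-culture may be held as a hypothesis. Only 1 control library was shallower and only 1 co-culture library deeper, so the comparisons within sets rest on single libraries.

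Co-culture 1 stood apart from the other libraries in its fungal genes. Across the 8422 fungal genes tested, those of low count included, its correlation with any other library lay between 0.814 and 0.833. The controls reached at least 0.987 with each other, and co-culture 2 reached 0.960 with co-culture 3. Across the 6090 genes with a mean log2 CPM above 4, the effects of co-culture 1 and of co-culture 2 and 3 against the controls had a correlation of 0.288. The SD of these effects was 1.05 in co-culture 1 and 0.37 in co-culture 2 and 3. In co-culture 1, 5.96% of these genes lay more than 4-fold from the controls, against 0.0985% in co-culture 2 and 3. Its lower depth does not explain this, as co-culture 2 thinned to the fungal total of co-culture 1 had a correlation of 0.920 with co-culture 3, and 409 genes at 0 where co-culture 1 had 713. Other explanations cannot be told apart. Human reads aligned to fungal genes would raise the same genes in co-culture 3 over co-culture 2, and that correlation was 0.148, too weak to decide. If the sequencing mode differed, a shift like that of *T. rubrum* control 1 could appear, and the correlation with it was -0.0954, which decides nothing, as the mode of each library was not used here. The highest correlation of co-culture 1 with a *T. rubrum* control was 0.833, so it was no such control, but a sample from outside the study is not excluded. A different state of the fungus in that culture, such as fewer germinated conidia, was not tested.

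*KRT1* had 98 counts in co-culture 1 and 3 in co-culture 2 and 3 together. Per human count this is a ratio of 18.5 (exact 95% interval from 6.16 to 91.4), so counting error does not explain the difference between these libraries. The fungal share of counts was 2.35% in co-culture 1, against 23.1% in co-culture 2 and 14.1% in co-culture 3. Co-culture 1 is also the only co-culture library in the deeper set. Whether either bears on *KRT1* was not tested, and a difference in differentiation between the cultures may be considered too.

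The gene counts of the *T. rubrum* controls had a mean of 3.98e+07 per library. The paper's mean of raw reads for these libraries is close to this, although it states that only part of the quality reads aligned, and how the counts relate to reads was not examined. Under the limits of the paper's methods the table of the authors' comparison gives 369 human genes, 239 up-regulated and 130 down-regulated, where the paper's text gives 353, and 70 fungal genes, as in the paper's text. All 61 human values printed in Tables 1 and 4 were within 0.005 of that table, but only 39 of the 49 fungal values printed in Tables 2 and 3 were within 0.005 of the fungal one, each value of a gene counted once. TERG_00348, for example, is printed with 1.47 in the paper's Table 2 and has 1.42 there, and the reason was not examined.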
